# Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis

**DOI:** 10.3389/fcell.2026.1814134

**Published:** 2026-06-04

**Authors:** Joseph J. Yano, Zhangyong Wei, Krishna J. Gajjar, Kaidi T. Barati-Stec, Emma Yang, Katherine E. Uyhazi

**Keywords:** lineage tracing, neuroblast, photoreceptor, retinal development, retinal organoid, single cell RNA-sequencing

## Abstract

**Introduction:**

Cell-based therapies hold great promise for treating late-stage retinal degenerative diseases. However, photoreceptor cell transplantation has been limited by poor cellular integration, suggesting that an ideal population of donor cells has not yet been defined.

**Methods:**

Here, we utilized single-cell RNA-sequencing and lineage tracing to assess the heterogeneity of photoreceptor precursor cells during murine retinal development.

**Results:**

Subgroup analysis revealed three transcriptionally distinct populations of *Crx* + cells from postnatal day 2–6 retinas which are consistent with early (*Dll1*+), intermediate (*Neurod4*+), and late (*Prom1*+) photoreceptor precursor cells. Lineage tracing with subpopulation-enriched Cre mice showed that *Dll1*+, *Neurod4*+, and *Prom1*+ cells all generate photoreceptor cells, and captured dynamic changes in gene expression suggestive of sequential states of photoreceptor differentiation. Transcriptomic analysis revealed that similar *CRX* + subpopulations are present in maturing human retinal organoids.

**Conclusion:**

These findings highlight the heterogeneity of neonatal photoreceptor precursor cells, and could help inform future strategies to isolate an optimal population of cells for retinal regeneration.

## Introduction

Retinal degeneration is a leading cause of blindness, affecting over two million people worldwide (Berger et al., 2010; Flaxman et al., 2017; Ludwig and Gamm, 2021). Vision loss is caused by the death of photoreceptor cells, the light sensitive neurons in the retina that perform phototransduction. Because mammalian photoreceptors do not regenerate, loss of these cells results in irreversible blindness. Cell-based therapies, in which healthy photoreceptor cells are transplanted into regions of retinal atrophy, are therefore an attractive approach to replace photoreceptors and restore visual function regardless of the underlying cause of disease. Numerous studies have demonstrated that donor- or induced pluripotent stem cell (iPSC)-derived photoreceptor precursor cells transplanted as dissociated cells (MacLaren et al., 2006; Pearson et al., 2012; Singh et al., 2013; Gasparini et al., 2022), sheets of cells (Seiler and Aramant, 2012), or cells seeded on bioscaffolds (Han et al., 2022) can survive in the subretinal space, form synaptic connections with host bipolar and horizontal cells, and result in detectable improvements in visual function (Santos-Ferreira et al., 2016b; Lakowski et al., 2011; West et al., 2009; Aghaizu et al., 2017; Warre-Cornish et al., 2014; Eberle et al., 2011; Bartsch et al., 2008). However, progress in this field has been hindered by low cellular integration rates (<1%) and poor functional recovery (Eberle et al., 2011; Lakowski et al., 2011; MacLaren et al., 2006; West et al., 2009; Bartsch et al., 2008). In addition, many transplanted cells remain at the injection site as a subretinal mass; these unintegrated cells could impede the diffusion of choroidal oxygen and nutrients, or even lead to worsening atrophy and vision loss.

While there are many factors that undoubtedly affect the integration of transplanted cells - including the host environment, stage of disease, and immune response - one of the most critical factors is the identity of the donor cell itself. Venugopalan *et al.* have elegantly shown that neuronal cells that survive well *in vitro* also have the highest rates of *in vivo* transplantation survival (Venugopalan et al., 2016), suggesting that intrinsic characteristics of donor cells can directly impact the success of transplantation. Photoreceptor precursor donor cells are commonly selected using photoreceptor specific surface markers (CD73, CD133) (Eberle et al., 2011; Lakowski et al., 2015; Lakowski et al., 2011; Lakowski et al., 2018), or transgenic mice or cell lines (*Nrl*- or *Crx-eGFP*) (Lakowski et al., 2011; MacLaren et al., 2006; West et al., 2010). However, these markers are expressed in both developing and mature photoreceptors and thus lack developmental specificity (Furukawa et al., 1997; Morrow et al., 2005; Furukawa et al., 2002). Prior transplantation studies have demonstrated that embryonic progenitor cells and mature photoreceptor cells have poor survival and integration potential compared to donor cells isolated from early (P2-P6) postnatal retinas (MacLaren et al., 2006; Pearson et al., 2012; Gust and Reh, 2011; Singh et al., 2013; Aghaizu et al., 2017), but beyond the gross age of donor retinas, few studies have attempted to further define subpopulations of photoreceptor precursor cells for retinal regeneration (Lakowski et al., 2015; Lakowski et al., 2011; Lakowski et al., 2018; Bai et al., 2024). Additionally, much of the literature defining this time window is confounded by cytoplasmic material transfer (CMT) (Pearson et al., 2016; Santos-Ferreira et al., 2016a; Singh et al., 2016; Ortin-Martinez et al., 2017), in which donor cells form connections with recipient photoreceptor cells and exchange mRNAs, organelles, and proteins, including fluorescent labels (Kalargyrou et al., 2021; Ortin-Martinez et al., 2021). Taken together, these findings suggest that an optimal population of donor cells with robust integration potential has not yet been defined, and that a better understanding of photoreceptor development may improve the efficacy of cell replacement strategies.

Photoreceptors, along with the other major retinal cell types (retinal ganglion, amacrine, horizontal, bipolar, and Müller glia cells) are derived from a common pool of retinal progenitor cells (RPCs) (Holt et al., 1988; Wetts and Fraser, 1988; Turner and Cepko, 1987) and develop in a highly stereotyped and conserved birth order (Figure 1A) (Belecky-Adams et al., 1996; Young, 1985). Once retinal progenitor cells complete their terminal division, the nascent post-mitotic precursor cells become specified to their terminal cell fates. Photoreceptor precursor cells are marked first by the expression of the transcription factors *Otx2* (Nishida et al., 2003; Koike et al., 2007) and *Crx* (Furukawa et al., 2002; Furukawa et al., 1997), and foundational work has revealed the genes necessary for photoreceptor differentiation, maturation, and function including *Nrl* (Kumar et al., 1996; Rehemtulla et al., 1996; Mears et al., 2001), *Rho* (Humphries et al., 1997), and *Nr2e3* (Bumsted O'Brien et al., 2004; Cheng et al., 2004). In rodents, nascent photoreceptor precursor cells can take up to 2 weeks to initiate *rhodopsin* expression (Morrow et al., 1998), during which distinct developmental stages have been described (Rapaport et al., 2004), though it is unclear if these represent progressive stages of photoreceptor precursors with functional differences. Additionally, since development occurs in temporal and spatial waves across the retina (Carter-Dawson and LaVail, 1979; Masland, 2001; Bassett and Wallace, 2012; Venters et al., 2013; Venters et al., 2015; Aavani et al., 2017), a single timepoint likely contains a heterogenous population of photoreceptor precursor cells at distinct stages of maturation that cannot be resolved by traditional markers. Such cellular heterogeneity has been shown to directly influence the differentiation potential in other stem cell systems (Zhaosong et al., 2021; Kubo et al., 2005), and underscores the need to more precisely define the developmental dynamics of photoreceptor precursor cells.

**FIGURE 1:**
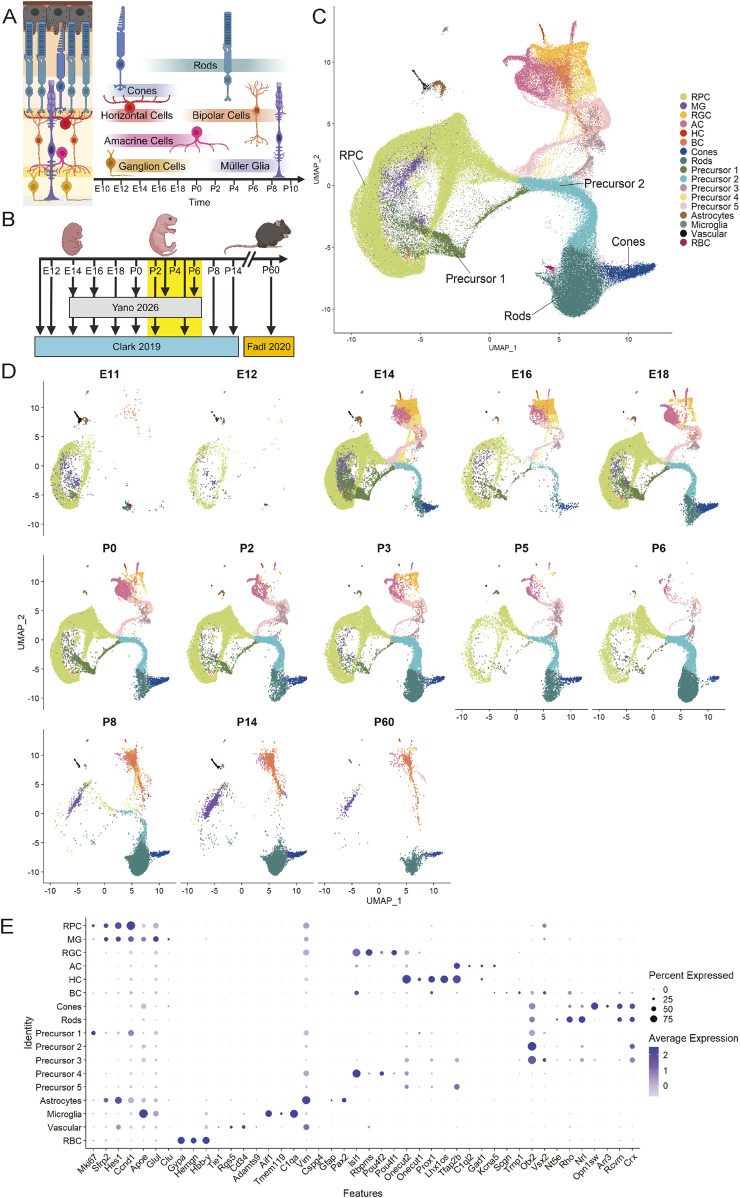
Generating a single-cell RNA-sequencing dataset of murine retinal development. **(A)** Diagram of the retinal layers, cell types, and developmental birth order. Generated in BioRender. **(B)** Schematic of ages used to generate primary scRNA-seq data (Yano 2026), which were integrated with published scRNA-seq data (Clark et al., 2019; Fadl et al., 2020). Generated in BioRender. **(C,D)** UMAP of E11-P60 mouse retinal development data annotated by cell identity **(C)** and faceted by sample age **(D)**. **(E)** Dot plot of differentially expressed genes used to assign cluster identities in E11-P60 mouse retinal developmental data. RPC, retinal progenitor cells; MG, Müller glia; RGC, retinal ganglion cells; AC, amacrine cells; HC, horizontal cells; BC, bipolar cells.

Single cell RNA sequencing (scRNA-seq) has been successfully used to advance our understanding of the cellular heterogeneity of retinal bipolar (Shekhar et al., 2016), ganglion (Laboissonniere et al., 2017), and foveal versus peripheral retinal cells (Peng et al., 2019). Recently, scRNA-seq analysis of fetal human retinal samples identified sub-states of immature photoreceptor precursors predisposed to form retinoblastoma tumors (Shayler et al., 2025), but thus far has not been extensively applied to understanding the diversity of maturing photoreceptor precursors. In this study, we utilized scRNA-seq and genetic lineage tracing to identify subpopulations of *Crx* + photoreceptor precursor cells in the neonatal mouse retina. These transcriptionally distinct cell populations contribute to photoreceptor cell development, and have comparable populations in human retinal organoids. Together, these findings reveal the heterogeneity of photoreceptor precursor cells in the developing retina which may help guide future retinal regenerative strategies.

## Materials and methods

### Mice

*Dll1-GFP-IRES-Cre-ERT2* (van Es et al., 2012) mice were generated by Dr. Hans Clevers (Hubrecht Institute, Netherlands) and obtained from Dr. Yibin Kang (Princeton University). *Neurod4-CreERT2* (Hirata et al., 2021) mice were cryorecovered from the Riken Institute (CDB0511T). *Prom1-CreERT2* (Zhu et al., 2009) mice were cryorecovered from The Jackson Laboratory (B6N; 129S-*Prom1* ^*tm1 (cre/ERT2)Gilb*^/J; strain 017743). Ai9 (B6.Cg-*Gt (ROSA)26Sor* ^*tm9 (CAG-tdTomato)Hze*^/J, strain 007909) (Madisen et al., 2010) and WT C57BL/6J (strain 000664) mice were obtained from The Jackson Laboratory. For lineage tracing experiments, Cre recombination was induced with a single oral delivery of tamoxifen (Butchbach et al., 2007; Kaiser and Feng, 2019) (50 mg/kg body weight) using flexible gavage needles (FTP-20-38-50, Instech Labs Inc) given to pups at P1 or P2. Tamoxifen free base (T5648, Sigma-Aldrich) was prepared at a stock concentration of 20 mg/mL in corn oil (C8267, Sigma). Eyes were harvested at P4, P6, P8 and P30 as indicated. Genotyping was confirmed prior to all experiments, and both male and female mice were used in these studies. Genotyping primers used in this study are listed in Supplementary Table S1. All animals were bred and maintained in the animal facilities of The University of Pennsylvania under a 12-h light/12-h dark cycle with free access to food and water.

### Retinal dissociation

Eyes were enucleated and retinas were dissected in cold 1xDPBS (all buffers used in this study lacked Ca^2+^ and Mg^2+^ unless specifically noted otherwise). For single-cell RNA-sequencing, four to eight retinas from C57BL/6J mice were pooled for each timepoint. For flow cytometry analysis, one to two retinas were used for each sample and timepoint. Retinas were enzymatically digested in papain (0.6 mg/mL papain, LS003119, Worthington; 0.2 mg/mL L-Cysteine, C-7352, Sigma; 0.02 mg/mL DNase I, D4527, Sigma; 1xDPBS) at 37 °C for up to 10 min. Papain digestion was stopped by Lo-Ovo trypsin inactivator solution (1.5 mg/mL, LS003587, Worthington; 1.5 mg/mL BSA; 0.02 mg/mL DNase I, D4527, Sigma; 1xDPBS, pH 7.4). Retinas were then mechanically digested by gentle trituration and additional DNase I was added as needed to minimize tissue clumping. Dissociated cells were then filtered through a 40 μm cell strainer to remove aggregates and pelleted by centrifugation at 100 *g* for 10 min at room temperature.

### Fluorescence-activated cell sorting (FACS)

For flow and qPCR analysis of neonatal lineage traced cells, dissociated retinal cells from Cre + pups were resuspended in FACS buffer (1% BSA, 1xHBSS) and labeled with DAPI (0.5 ug/mL), CD133-AF647 (1:100, AB_2566013, BioLegend), and CD73-PE/Cy7 (1:100, AB_2716103, BioLegend), and analyzed and sorted on a BD FACS Symphony S6 Sorter (BD Bioscience). Cells from WT littermates were labeled with DAPI only and used for compensation, along with AbC Total Antibody Compensation beads (A10513, Invitrogen) labeled with each antibody. tdTomato compensation beads were prepared by conjugating beads with anti-His antibody (1:500, AB_914704, GenScript) and His-tagged recombinant tdTomato protein (1 μg, TP790045, OriGene). GFP BrightComp eBeads Compensation Bead (A10514, Invitrogen) were also used for the *Dll1-Cre;Ai9* sample analysis to account for the EGFP reporter. Samples were gated on forward and side scatter area, height, and width to remove debris and doublets, and DAPI to remove dead cells. For downstream qPCR analysis, 50,000-200,000 tdTomato + cells were isolated for each sample and timepoint. For flow analysis, 10,000 tdTomato + cell events were recorded, and data were processed using FlowJo (version 10.10.0). Full minus one (FMO) controls were used to set up Prom1-AF647 and CD73-PE/Cy7 negative gates.

### Single cell RNA sequencing

Dissociated retinal cells were purified by FACS prior to sample submission. Cell pellets were resuspended in FACS buffer, labeled with DAPI (0.5 μg/mL), and analyzed and sorted on a BD FACS Aria Cell Sorter (BD Bioscience). Samples were gated on forward and side scatter area, height, and width to remove debris and doublets, and DAPI to remove dead cells. Following FACS purification, sorted cells were manually counted using Trypan Blue (25-900-CI, Corning) and a hemocytometer. Approximately 20,000 live cells were resuspended at 700–1220 cells/µL (0.04% BSA, 1xDPBS) and submitted to the Center for Applied Genomics (CAG) Core at the Children’s Hospital of Philadelphia (CHOP) for library preparation and single-cell RNA-sequencing using the 10x Genomics platform, and preliminary CellRanger processing. ScRNA-seq analysis was performed in RStudio (build 2024.04.2 + 764, R version 4.1.2) using the Seurat package (Hao et al., 2021) (version 4.3.0). Dying cells were filtered out by excluding cells with >15% mt-RNA. Additional filtering was performed to remove empty cells and potential doublets (300 < nFeature_RNA <4000). The clusters with the highest expression of *Crx* were identified and used for subset analysis of photoreceptor cells. Clustering for subset analysis used resolutions of 0.2 (mouse *Crx +* P2-P6 subset) and 0.25 (human organoid *CRX +* subset). Pseudotime analysis was performed using the Monocle3 package (Cao et al., 2019; Qiu et al., 2017a; Qiu et al., 2017b; Trapnell et al., 2014) (version 1.2.9) and *Ccnd1* or *Olig2* (Hafler et al., 2012) as the reference gene. Previously published scRNA-seq datasets for mouse and human retinal organoids were accessed from GSE118614 (Clark et al., 2019), GSE153674 (Fadl et al., 2020), GSE142526 (Sridhar et al., 2020), and GSE235577 (Dorgau et al., 2024). Primary scRNA-seq data generated in this study have been deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) at GEO accession number GSE297036.

### RNA isolation & qPCR analysis

For qPCR analysis of developing mouse retinas, eyes were harvested from WT mice at E14, E16, P0, P3, P4, P5, P6, P15, and P30. Two retinas from C57BL/6J mice were pooled for each timepoint. Following enucleation, retinas were isolated from the RPE and choroid, collected into 1 mL of TRIZOL reagent (15596026, Thermo Fisher), and gently digested with a Dounce homogenizer. For FACS isolated samples, cell pellets were resuspended in 1 mL of TRIZOL reagent, and gently digested by trituration. RNA was isolated following manufacturer’s instructions. cDNA synthesis was performed using the High-Capacity cDNA Reverse Transcription Kit (4374966, Applied Biosystems). Primers were designed using the NCBI Primer BLAST tool (Ye et al., 2012). qPCR was performed in triplicate using SybrGreen reporter following manufacturer’s instructions (A25741, Applied Biosystems). Relative average fold changes were calculated using ΔΔCt analysis, using *B2m* as the housekeeping gene. E14 and P4 samples were used as the references for the developing mouse retina analysis and FACS isolated samples, respectively. The qPCR primers used in this study are listed in Supplementary Table S2.

### Histology and immunofluorescence

Following enucleation, the cornea and lens were removed, and eye cups were fixed in paraformaldehyde (4%, 1xDPBS) for 1-2 h at room temperature or overnight at 4 °C. Eye cups were then placed into sucrose solution (30%, 1xDPBS) at 4 °C overnight, embedded in Tissue-Tek OCT freezing media (VWR), and processed on a cryostat (Leica) to prepare 12 µm sections. Slides were air dried and stored at −20 °C prior to immunofluorescence analysis. Sections were first rehydrated with 1xDPBS (x3 5-min washes), and then blocked in IF permeabilization buffer (5% horse serum, 1% goat serum, 3% BSA, 0.01% TritonX-100, 1xDPBS) for 1 h at room temperature. Sections were then washed in PBT buffer (0.1%Tween-20, 1xDPBS; x3 5-min washes), and incubated in primary antibodies diluted in IF buffer (5% horse serum, 2% goat serum, 3% BSA, 1xDPBS) overnight at 4 °C. Following 1xPBT washes (x3 5-min washes), sections were incubated in secondary antibody diluted in IF buffer for 1 hour at room temperature. Sections were washed again with 1xPBT (x3 5-min washes) and then counterstained with Hoechst-33342 (2.5 μg/mL, 1xDPBS) for 10 min at room temperature. Retinal sections were washed with 1xDPBS (x2 5-min washes) and covered with ProLong Gold Antifade Mountant (P36930, Invitrogen), and cover slips were sealed with nail polish. The following primary antibodies were used: anti-RFP (1:250, AB_2209751, Rockland), anti-CD73 (1:350, AB_1089066, BioLegend), anti-Rhodopsin (1:500, AB_10696805, abcam), anti-Cone Arrestin (1:500, AB_1163387, Millipore), anti-Pax6 (1:2000, AB_2565003, BioLegend), anti-Vsx2 (1:50, AB_2216010, Invitrogen), anti-Glutamine Synthetase (1:600, AB_1950421, GeneTex). The following secondary antibodies were used: Alexa Fluor 488 Goat anti-Rabbit (1:500, AB_2576217, Invitrogen), Alexa Fluor 647 Goat anti-Rabbit (1:500, AB_2535813, Invitrogen), Alexa Fluor 750 Goat anti-Rabbit (1:500, AB_2535710, Invitrogen), Alexa Fluor 647 Goat anti-Rat (1:500, AB_141778, Invitrogen), CF 488A Donkey anti-Sheep (1:500, AB_10583179, Biotium). Slides were imaged with a Zeiss 980 confocal microscope. For consistency, images were captured from central retinal sections proximal to the optic nerve. When necessary, images were taken from more peripheral areas to capture examples of rare bipolar and Müller glia cell labeling in the *Neurod4-Cre +* or *Prom1-Cre +* linage tracing samples. Images were processed and quantified in FIJI (ImageJ, version 1.54f) (Schindelin et al., 2012).

### RNA fluorescent *in situ* hybridization (RNA-FISH)

RNA-FISH was performed on 12 µm frozen retinal sections using the Advanced Cell Diagnostics RNAscope Multiplex Fluorescent Reagent Kit v2 (323100, Bio-Techne). Manufacturers’ instructions were followed with the following exception: target retrieval was performed manually, using 700 mL of 1x Target Retrieval Reagent (5 min at 100 °C). Probe signals were developed using Opal 520 (1:2000, FP1487001KT, Akoya BioSciences), Opal 570 (1:1500, FP1488001KT, Akoya BioSciences), and TSAVivid 650 (1:1500, 323273, Bio-Techne) reporters diluted in TSA Buffer.

### Quantification and statistical analysis

Cell counts and quantification for the P30 lineage tracing samples were performed using maximum intensity projection images and the multipoint tool in FIJI. Cell counts were taken from a 353.33 µm^2^ area. The total number of tdTomato + cells was counted from 3-4 sections from 5-7 eyes per Cre line. The number of tdTomato + cells coexpressing INL cell markers was counted from 3-5 sections from 3-5 eyes. For counting the number of tdTomato + cells in the ONL of *Neurod4-Cre +* samples, a cropped image 1/10th the width of the imaged ONL was used and multiplied by 10 to estimate the total number of tdTomato + ONL cells. The number of tdTomato + cells in the ONL or INL was then divided by the total number of tdTomato + cells per image to calculate the proportion of labeled cells in each retinal layer. The number of tdTomato + cells coexpressing INL cell markers was divided by the estimated average number of tdTomato + INL cells to calculate the proportions of labeled amacrine, bipolar or Müller glia cells. To account for any inter-eye effects from the left and right eyes of our samples, we utilized generalized estimating equations (GEE) analysis to calculate the standard error of the means (SEM) (Ying et al., 2017). All datasets were approximately normal (as visualized by Q-Q plots) except for the counts of Müller glia cells, which were analyzed with Poisson distribution. The proportions of labeled ONL and INL cells were analyzed by Least Squares Means (LSM) with Bonferroni post-hoc test (α = 0.05) for multiple comparisons. GEE and LSM analysis was performed in SAS Studio (version 3.81). For the flow cytometry analysis of the FACS isolated lineage tracing time course samples, proportions of Prom1+/CD73+ cells were assessed with one-way ANOVA with Tukey’s post-hoc test (α = 0.05) for multiple comparisons. For the qPCR analysis of the FACS isolated lineage tracing time course samples, gene expression changes were assessed with one-way ANOVA of the ΔCt values with post-hoc Dunnett’s test (α = 0.05) using the P4 timepoint as the reference to perform multiple comparisons. Data were compiled and graphed using GraphPad Prism version 10.4.1 for Windows (GraphPad Software, Inc; La Jolla, CA).

## RESULTS

### Generating a single-cell RNA-Sequencing dataset of murine retinal development

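Live retinal cells were sorted from pools of 4 to 8 retinas per time point and sequenced on the 10x Genomics platform. The authors deposited raw UMI counts per gene and cell barcode from Cell Ranger for 6 libraries, with 1 library each at E14, E16, P0 and P6 and 2 libraries at P3 (P3 replicate 1 and P3 replicate 2). The libraries held 107793173 UMIs at E14, 43889333 at E16, 67585688 at P0, 58993215 and 32624738 in the P3 pair and 63185129 at P6. The E14, P0, P3 replicate 1 and P6 libraries were counted on a newer gene annotation than E16 and P3 replicate 2. The annotations share 27040 Ensembl identifiers, with 5245 only in the newer and 958 only in the older one. The files name no genome build, so gene positions are those of the GENCODE vM21 annotation of GRCm38 matched by Ensembl identifier. The filters of the paper were applied, which keep cells with more than 300 and fewer than 4000 genes and at most 15% mitochondrial UMIs. They kept 14452 cells at E14 (median 5101 UMIs per cell), 2058 at E16 (6053.5), 9908 at P0 (5514), 12095 in P3 replicate 1 (4190), 2538 in P3 replicate 2 (5305) and 13326 at P6 (3932). A library pools animals and counts as 1 sample, so no test compared ages, and the P3 pair served as the measure of how far libraries of the same age can differ. Intervals are exact 95% Clopper-Pearson intervals for shares of cells and exact Poisson intervals for UMI counts, and both cover counting error only. The published E11-P60 libraries that the paper integrated with these 6 were not analysed here.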

To better understand the fundamental heterogeneity of photoreceptor cells during normal development (Figure 1A), we characterized the transcriptional profile of the mouse retina at E14, E16, P0, P3, and P6 using scRNA-seq (Figure 1B; Supplementary Figure S1A). Given the relatively rapid nature of transcriptional changes that can occur during development, we selected these timepoints to complement existing scRNA-seq datasets during the early postnatal period, a critical window for rod photoreceptor development. By integrating our scRNA-seq data with additional timepoints from prior studies (Clark et al., 2019), we developed a time resolved atlas of transcriptional changes every 24-48 h during this important developmental window that has been increasingly used as a source of cells for transplantation (Figure 1B, yellow box). Additionally, we incorporated data from adult (P60) retinas to include signatures from fully matured cells (Fadl et al., 2020) (Figure 1B; Supplementary Figure S1B). ScRNA-seq data were integrated for analysis (Figure 1C) (Hao et al., 2021), faceted by sample age (Figure 1D), by data source (Supplementary Figure S1B) and by cell cycle regression analysis (Supplementary Figure S1C). 

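Each library was clustered on its own with Seurat after log-normalization, on 2000 variable genes and 30 principal components at a resolution of 1. Clusters were given a class name ending in "-like" from panels of marker genes for each retinal cell type. A name needed at least 3 markers of its panel at 2 times or more the 25th percentile of all clusters of all libraries, each in at least 5% of the cluster's cells. The panel's mean position between that percentile and the highest cluster also had to reach 0.45. A cluster stayed unnamed where more markers of another class than of its own were among its 10 leading genes, or where its UMI count was low without such a marker. These thresholds were set after the clusters had been seen. The share of cells left without a name was 8.19% at E14, 14.2% at E16, 10.7% at P0, 0.628% in P3 replicate 1, 18.8% in P3 replicate 2 and 4.31% at P6. A cluster made of cells of 1 library could not be told apart from a feature of that library, since every cluster came from 1 library.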

Panels of retinal cell type marker genes were used to assign cluster identities (Figure 1E). 

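Progenitor-like cells made up 43.5% of the kept cells at E14 (95% interval 42.7% to 44.3%), 20.8% at E16 (19.1% to 22.6%) and 47.2% at P0 (46.2% to 48.2%). The postnatal libraries held 32.2% in P3 replicate 1, 13.1% in P3 replicate 2 and 14.0% at P6. With no upper limit on genes, 826 of 2971 cells of E16 were progenitor-like. Of these, 70.8% were at or above the limit of 4000 genes, against 10.9% at E14 and 2.22% at P0, so the filter lowers the E16 share. In percentage points, the share of P0 moved most between clusterings and was 29.2% at a resolution of 0.5. When all 6 libraries were clustered together without integration, progenitor-like cells were 0.552% of P3 replicate 2. Ganglion-like cells made up 19.4% of E14, 60.0% of E16 and 0.878% of P0. They were also 17.7% of P3 replicate 2, while no cluster of P3 replicate 1 was named ganglion-like. With no upper limit on genes, 271 of 10427 cells of P0 were named ganglion-like, and 184 of these were at or above that limit. Horizontal-like cells were named at P0 (0.898%) and in P3 replicate 2 (0.827%). Cone-like cells were separate from photoreceptor precursor-like cells at P0 (3.17%), in P3 replicate 1 (1.41%) and at P6 (1.04%). The cluster of P3 replicate 2 named cone-like (318 cells) was led by the rod markers *Gngt1* and *Pdc* as well as by *Pde6h*, *Opn1sw* and *Guca1a*, and with no upper limit on genes 381 cells of that library were named rod-like and none cone-like, so its share of 12.5% is not a share of cones. No cluster of E14 or E16 was named cone-like, but the cone genes *Gngt2*, *Thrb* and *Cngb3* were among those leading an E14 cluster of 521 cells named photoreceptor precursor-like, so this is not an absence of cones.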

Retinal progenitor cells were most abundant in the early timepoints, and appeared along with early-born retinal ganglion, horizontal, and cone photoreceptor cells. Diminishing numbers of progenitor cells and increasing numbers of late-born bipolar, Müller glia, and rod photoreceptor cells were detectable in postnatal retinas (Figure 1D). In addition to the retinal progenitor and mature retinal cells, we also identified several intervening precursor populations based on marker gene expression and adjacent clusters (Figure 1C). 

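Photoreceptor precursor-, rod- and cone-like cells together made up 6.75% of the kept cells at E14 (95% interval 6.35% to 7.17%) and 12.4% at P0 (11.7% to 13.1%). They made up 41.9% of P3 replicate 1 (41.0% to 42.8%), 23.3% of P3 replicate 2 (21.7% to 25.0%) and 51.1% of P6 (50.2% to 51.9%). Rod-like cells alone were 4.63% at P0, 12.5% in P3 replicate 1 and 18.8% at P6, and no cluster of P3 replicate 2 was named rod-like. With no upper limit on genes, rod-like cells were 466 of 10427 at P0 and 613 of 12305 in P3 replicate 1. They were 381 of 3238 in P3 replicate 2 and 2606 of 13618 at P6, so these shares depend on the setting. Müller glia-like cells were 4.32% of P3 replicate 1 and 10.4% of P6, and bipolar-like cells were named only at P6, at 4.95% (4.58% to 5.33%). From E14 to P6 the progenitor-like share changed by -29.5 percentage points, and the photoreceptor share by 44.3 points. The shares of the P3 pair differed by 19.0 and 18.6 points, less than either change in this setting. Both shares of the pair depend on the setting. With no upper limit on genes the photoreceptor share was 41.8% in P3 replicate 2 and 30.3% in P3 replicate 1. When all libraries were clustered together without integration it was 0.118% of P3 replicate 2, and the progenitor-like share of that library was also far lower, as given above. From P0 to P6 the progenitor-like share changed by -33.2 points. With 1 library at each of these ages, neither change was tested. No cluster of E16 took one of the photoreceptor names, but an unnamed one of 181 cells, with *Neurod4*, *Pdc* and *Gngt2* among its leading genes, had 148.0 CPM of *Crx*, so this is not an absence of photoreceptor cells. Since part of P3 replicate 2 stayed unnamed, the absence of rod-like and Müller glia-like clusters there is not an absence of those cells.

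**Figure D1:**
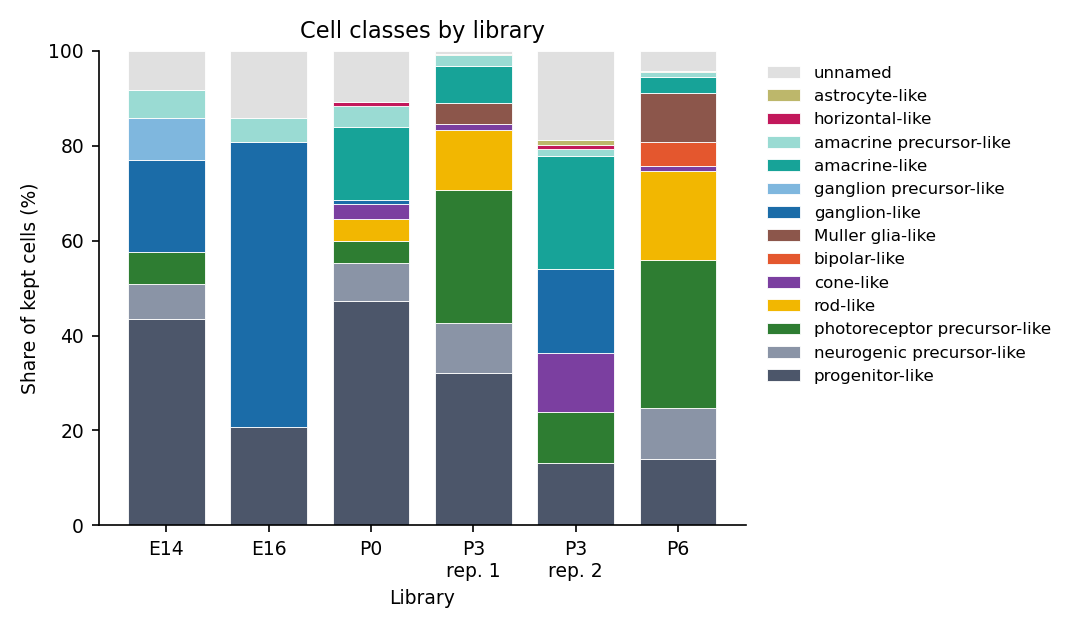
Share of kept cells (%, vertical axis) in each named cell class for the 6 libraries, as stacked bars. Progenitor-like cells fall from 43.5% at E14 to 14.0% at P6, and the P3 pair of libraries differs in most classes.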

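*Otx2* (ENSMUSG00000021848) lies on chromosome 14 from 48657677 to 48673819 and *Crx* (ENSMUSG00000041578) on chromosome 7 from 15865947 to 15879968. Neither was in the panels that named the classes. In photoreceptor precursor-like cells, *Otx2* reached 967.5 CPM (UMIs of the gene scaled to the summed UMIs of the class) at E14, 1438 at P0, 2467 in P3 replicate 1, 897.8 in P3 replicate 2 and 2331 at P6. In neurogenic precursor-like cells it was 325.1 at E14, 628.1 at P0, 1135 in P3 replicate 1 and 1564 at P6. At P6 this includes a cluster of 505 cells at 2415 CPM that was placed in the subset. The other P6 clusters of this class, of 858 and 69 cells, had 1076 and 1161. *Crx* in neurogenic precursor-like cells was 3.23 CPM at E14 (95% interval 2.00 to 4.93), 10.4 at P0, 41.6 in P3 replicate 1 and 121.8 at P6. The P6 value includes a cluster of 505 cells at 266.7 CPM that was placed in the subset, and the other 927 cells had 40.5. Amacrine-like cells had 3.73 at P0, 29.7 in P3 replicate 1 and 72.2 at P6. In photoreceptor precursor-like cells *Crx* was 211.6 at E14, 217.6 at P0, 428.7 in P3 replicate 1 and 607.1 at P6. In the bipolar-like cells of P6, *Otx2* was 2296 and *Crx* 264.6.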

Precursor 2 (*Otx2*+/*Crx*+) and Precursor 3 (*Otx2*+/*Vsx2*+) are photoreceptor and bipolar precursors, respectively, with Precursor 1 (*Otx2*+) potentially shared photoreceptor/bipolar precursors. Precursor 4 (*Pou4f2*+) and Precursor 5 (*Tfap2b*+) appear to be ganglion and amacrine precursors, respectively. These trajectories were further corroborated by pseudotime analysis (Supplementary Figure S1D) (Trapnell et al., 2014; Qiu et al., 2017a; Qiu et al., 2017b; Cao et al., 2019). 

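*Pou4f2* (ENSMUSG00000031688; chromosome 8, 78433010 to 78436645) and *Tfap2b* (ENSMUSG00000025927; chromosome 1, 19208914 to 19238576) belong to the panels that named the ganglion and amacrine precursor-like classes, so their levels in those classes are no test of the names. Outside those classes, *Pou4f2* reached 114.6 CPM in the ganglion-like cells of E14 (95% interval 109.8 to 119.5), 76.9 at E16, 90.3 at P0 and 120.5 in P3 replicate 2 (107.0 to 135.2). In progenitor-like cells it was 3.43 at E14, 3.44 at E16, 0.235 at P0 and 1.11 in P3 replicate 2. Over all kept cells, P3 replicate 1 and P6 held 0 *Pou4f2* UMIs, which allows levels of up to 0.0542 and 0.0515. *Tfap2b* was 1417 CPM in the amacrine-like cells of P0, 2287 in P3 replicate 1, 1609 in P3 replicate 2 and 1269 at P6. Progenitor-like cells held 8.30, 25.7, 65.6 and 10.5 in the same order.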

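Counted in cells, the horizontal-like class was small, with 89 cells at P0 and 21 in P3 replicate 2. Bipolar-like clusters held 659 cells, all at P6, and Müller glia-like clusters held 522 cells in P3 replicate 1 and 1383 at P6. Astrocyte-like cells numbered 20 in P3 replicate 1, 26 in P3 replicate 2 and 31 at P6. Amacrine-like clusters held 1519 cells at P0, 941 and 601 in the P3 pair and 446 at P6. No cluster was named from the microglia, vascular or red blood cell panels. The order of these classes over the published ages was not analysed here.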

All major retinal cell types were captured and demonstrated expected developmental trajectories.

### Subgroup analysis of *Crx* + cells in P2-P6 retinas reveals distinct subpopulations of photoreceptor precursor cells

Prior studies of photoreceptor precursor transplants have reported that cells collected from early postnatal retinas (P2-P6) have the highest rates of donor cell survival and integration compared to cells isolated from earlier or later timepoints (MacLaren et al., 2006; Pearson et al., 2012; Aghaizu et al., 2017; Gust and Reh, 2011; Singh et al., 2013), though these reports warrant reevaluation due to cytoplasmic material transfer (Pearson et al., 2016; Santos-Ferreira et al., 2016a; Singh et al., 2016; Ortin-Martinez et al., 2017). This time period coincides with the peak of rod photoreceptor genesis, and an enrichment of precursor cells expressing *cone-rod homeobox* (*Crx*), a transcription factor required during retinal development for photoreceptor specification and maturation (Furukawa et al., 1997) (Figure 1E; Supplementary Figure S1E). 

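Over all kept cells, *Crx* was 14.3 CPM at E14 (1143 UMIs, 95% interval 13.5 to 15.2), 41.1 at E16 (37.9 to 44.5) and 36.8 at P0 (35.2 to 38.3). It rose to 159.9 in P3 replicate 1 (156.6 to 163.3), 199.6 in P3 replicate 2 (192.6 to 206.7) and 290.9 at P6 (286.5 to 295.3), a log2 ratio of 4.35 between P6 and E14. Averaging each cell's own CPM moved the P6 level most, to 391.0, and gave a log2 ratio of 4.17. The share of cells with a *Crx* UMI was taken after thinning every cell to 2000 UMIs. It was 2.93% at E14, 5.98% at E16, 6.77% at P0, 24.5% in P3 replicate 1, 25.5% in P3 replicate 2 and 40.0% at P6. Ganglion-, amacrine- and amacrine precursor-like cells, taken together for comparison, had 1.13%, 0.897%, 0.752%, 4.68%, 8.63% and 10.4% in the same libraries. The median depth before thinning was 6252, 5578, 5636, 5086, 4970 and 5045.5 UMIs in those cells, against 5101, 6053.5, 5514, 4190, 5305 and 3932 in all cells. Without thinning, the shares over all cells were 5.23%, 17.4%, 11.5%, 35.6%, 46.2% and 53.7%. The share in the comparison cells was lower at E16 and P0 than at E14 and higher in the P3 and P6 libraries, and each share over all cells stayed above it. Amacrine precursor-like cells held *Crx* at 60.4 CPM in P3 replicate 1, 283.7 in P3 replicate 2 and 106.0 at P6, so the comparison cells are not a clean background. With 1 library per age apart from P3, the change with age was not tested.

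**Figure D2:**
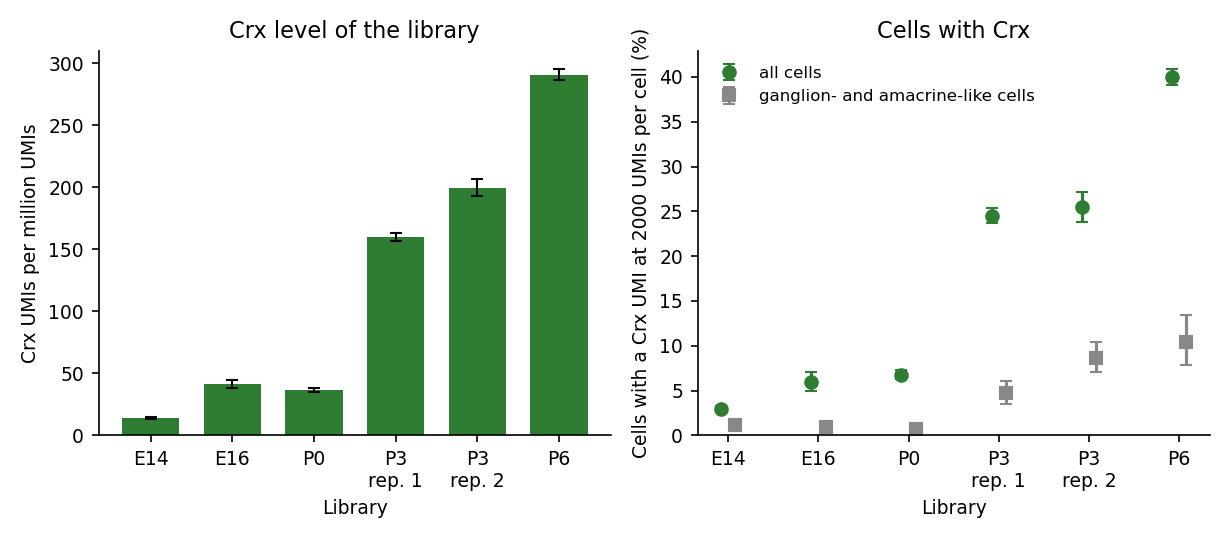
Left, Crx level in CPM in each library as bars with exact 95% Poisson intervals. Right, share of cells with a Crx UMI at 2000 UMIs per cell (%) in all cells and in ganglion-, amacrine- and amacrine precursor-like cells, with exact 95% intervals; all cells reach 40.0% at P6 against 10.4% in the comparison cells.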

To investigate the transcriptional profile of developing photoreceptor cells during this stage, we performed a subgroup analysis of the early postnatal period (P2-P6) (Figure 2A). 

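The subset of developing photoreceptors was drawn from P3 replicate 1, P3 replicate 2 and P6, the libraries of this study inside the P2-P6 window. A cluster was taken when its *Crx* level was at least 20% of that of the highest cluster of its library, or its *Otx2* level at least 50%, unless it took the name of another cell type, such as bipolar-, amacrine- or ganglion-like or one of their precursors. The highest cluster had 623.1 CPM of *Crx* in P3 replicate 1, 487.8 in P3 replicate 2 and 872.1 at P6, and the highest *Otx2* levels were 2916, 1223 and 2868. This kept 9 of 21 clusters in P3 replicate 1, 5 of 15 in P3 replicate 2 and 11 of 21 at P6. The subset held 5335 cells of P3 replicate 1, or 44.1% (95% interval 43.2% to 45.0%) of that library. It held 987 cells of P3 replicate 2, or 38.9% (37.0% to 40.8%), and 7886 cells of P6, or 59.2% (58.3% to 60.0%). The main neurogenic precursor-like cluster of P3 replicate 1 (1061 cells) had 7.97% of the highest *Crx* level and 38.7% of the highest *Otx2* level and stayed outside, as did a neurogenic precursor-like cluster of 858 cells at P6. A progenitor-like cluster of 192 cells in P3 replicate 1 entered by its *Crx* level, at 23.0% of the highest. Unnamed clusters entered in each library. In P3 replicate 2 they had 254, 93 and 49 cells. The largest of them was led by *Cenpa*, *Cenpf* and *Ccnb1*, with *Opn1sw* and *Pde6h* also among its leading genes.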

We identified the trajectory of photoreceptor cell development by identifying clusters with strong *Crx* and *Otx2* expression (Figures 2B,C). Subgroup analysis of these cells in P2-P6 retinas (Figure 2A, dashed outline) revealed five clusters (Figure 2D). 

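The 14208 cells of the subset were integrated over the 3 libraries with Seurat's canonical correlation anchors and clustered at the resolution of the paper, 0.2, which gave 7 clusters. The genes listed by the paper for its groups, *Crx*, *Otx2* and the cell cycle genes were left out of the clustering features, so that they did not enter the clustering directly. The groups were still formed on the same cells, through genes that may vary together with the listed ones. The tests are therefore not independent of the grouping, and counts over all genes include the clustering features. Of the 7 clusters, 5 took the name of a group. A name needed at least 3 panel markers at 1.5 times or more the level in the other cells of the subset, averaged over the libraries, each in at least 5% of the cluster's cells. The cluster left unnamed with 1871 cells had a median of 1605 UMIs per cell and was led by *Pcdh15* and *Dnm3*. Another, of 139 cells, was led by *Pcp4* and *Gsg1*. At a resolution of 0.4 there were 11 clusters, 8 of them named.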

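Panels of subset markers other than the genes tested named 760 cells early-like, 3450 intermediate-like, 3503 late-like, 4079 rod-like and 406 cone-like. The early-like cluster was led by the glial and progenitor genes *Rlbp1*, *Ccnd1*, *Hes1*, *Id3* and *Hes5*, and 66.8% of its cells were called doublets by a comparison with simulated doublets. *Olig2*, from whose highest level pseudotime was counted, was among the genes leading the intermediate-like cluster, at a log2 ratio of 1.75 against -0.17 in the early-like cluster. Pseudotime was the shortest path along the graph of 15 nearest neighbours, divided by the longest such path, and stands in for the Monocle3 order of the paper. Its median in intermediate-like cells was 0.225 in P3 replicate 1, 0.219 in P3 replicate 2 and 0.214 at P6. In early-like cells it was 0.320, 0.270 and 0.343, in late-like cells 0.349, 0.313 and 0.357, and in rod-like cells 0.396, 0.380 and 0.402. Late-like cells thus came after early-like cells in 3 of 3 libraries, by 0.0289 ± 0.0142 (SD, n = 3 libraries), and intermediate-like minus early-like was -0.0916. The root by *Ccnd1*, the reference of Fig. S1D, moved the order most and reversed it, with late-like minus early-like at -0.0637 and late-like minus intermediate-like at -0.0514. Without integration, late-like minus early-like was -0.0168.

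**Figure D3:**
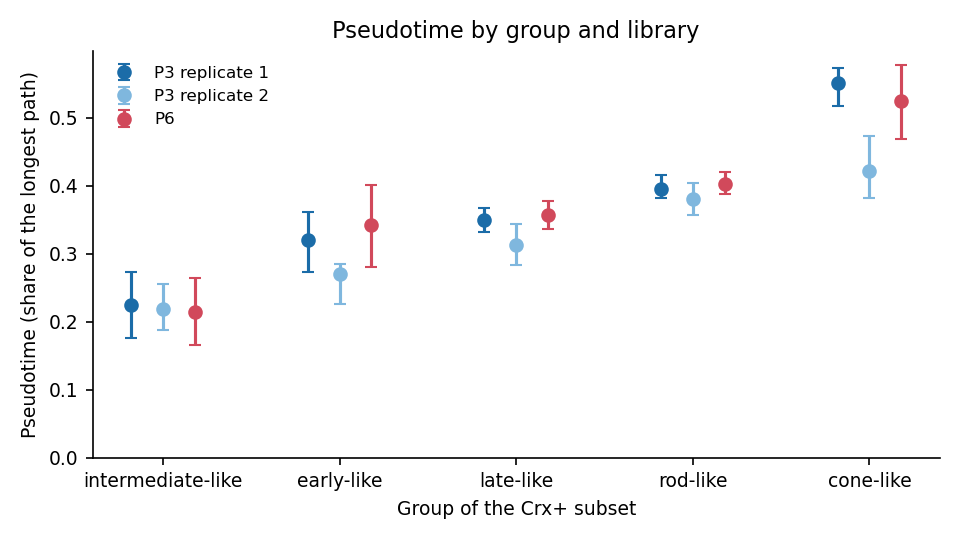
Median pseudotime (vertical axis, share of the longest path) of the groups of the Crx+ subset in the 3 libraries, with bars from the lower to the upper quartile of cells. Intermediate-like cells have the lowest medians, 0.214 to 0.225, and early-like cells come next.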

Based on differentially expressed marker genes (Figures 2E,F) and pseudotime analysis (Figure 2G), these include mature cone (purple) and rod (yellow) photoreceptor cells, as well as three clusters that correspond to early (green), intermediate (cyan), and late (magenta) stage photoreceptor precursor cells (Figure 2D). Cell cycle regression analysis showed that all clusters had low S and G2M scores, suggesting that these are post-mitotic cells (Supplementary Figure S2A). 

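S and G2M scores were computed with Seurat's lists of 43 S and 54 G2M genes, all found in both annotations, on cells thinned to 2000 UMIs. The mean S score of the subset was below that of the progenitor-like cells of the same library by -0.272 in P3 replicate 1, -0.185 in P3 replicate 2 and -0.284 at P6. The G2M score differed by -0.562, -0.370 and -0.642. Skipping the thinning moved the smallest S difference most, to -0.254. In P3 replicate 1, 1.77% of intermediate-like cells, 2.15% of late-like and 1.99% of rod-like cells had an S or a G2M score above 0, near the 3.03% of amacrine-like cells. Early-like cells there had 53.8% (95% interval 48.0% to 59.6%), against 90.4% of progenitor-like cells. In P3 replicate 2 the shares were 90.2% of early-like, 68.2% of intermediate-like, 39.3% of late-like, 25.8% of rod-like and 49.9% of amacrine-like cells. At P6 they were 22.1%, 17.6%, 17.8% and 12.4% in the 4 groups, and 20.7% of amacrine-like cells. The early-like groups of P3 replicate 1 and P6 consist mostly of called doublets, and their scores carry that limit. The subset of P3 replicate 2 took in an unnamed cluster of 254 cells led by the cell division genes *Cenpa*, *Cenpf* and *Ccnb1*. The shares of the groups in that library carry this limit. From low scores in all clusters, the paper proposes that these cells are post-mitotic.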

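Within each of the 3 libraries, UMI counts were summed over the early-like cells and over all other cells of the subset, and the 6 sums were compared with the library as a block. Of the 5 genes listed for this group, 2 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 11307 genes. *Pax6* (ENSMUSG00000027168; chromosome 2, 105668900 to 105697364) was higher by a log2 fold change of 1.77 (standard error 0.409, adjusted p = 0.0432 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 libraries. *Neurog2* (ENSMUSG00000027967) was higher by 0.97 (0.344, adjusted p = 0.106 from edgeR's test with Benjamini-Hochberg adjustment) and in 2 of 3 libraries, with 18.9 CPM in the early-like cells of P3 replicate 2 and 23.3 in its other cells. Adjusted over the list alone, 5 of 5 passed, and since the study chose the list on these samples this is not independent evidence. Over all genes, 851 were higher and 705 lower. Leaving out P3 replicate 2 moved the count most, to 5 of 5 genes, and leaving out P3 replicate 1 or P6 gave 0 genes, with 2 genes at an unadjusted p under 0.05 in each fit. Of the early-like cells, 78.1% of P3 replicate 1 and 96.5% of P6 were called doublets, against 0 of 164 in P3 replicate 2 (95% interval 0% to 2.22%). The number of calls was fixed by the size of the library. It was 2.59% of the scored cells in P3 replicate 2, against 10.2% in P3 replicate 1 and 11.1% at P6. Part of the contrast is thus set in advance, and the interval does not bound the doublet rate. With the called doublets left out and the cells clustered anew, the early-like group held 1052, 409 and 1055 cells of P3 replicate 1, P3 replicate 2 and P6. No cluster was then named intermediate-like, so this is another set of cells and not the same group without its doublets. In that setting 0 genes passed and 5 had an unadjusted p under 0.05.

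**Figure D4:**
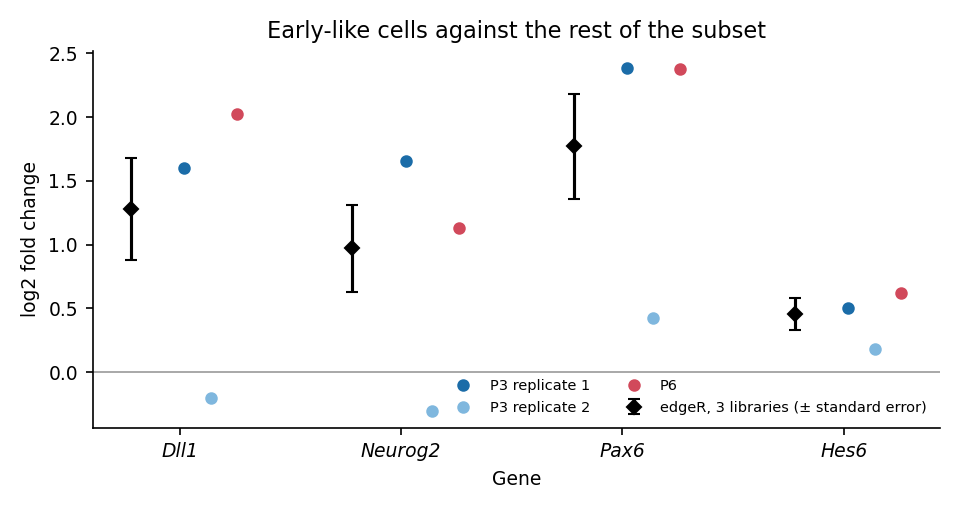
log2 fold change (vertical axis) of 4 genes listed for the early group, early-like cells against the other cells of the subset; diamonds are edgeR's estimates with standard errors and circles the 3 libraries. P3 replicate 2 has the smallest value for each gene.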

The earliest group (green) is enriched in genes associated with neural specification (*Neurog2*, *Ascl1*, *Pax6*) (Figure 2E; Supplementary Table S3), suggesting that these are precursor cells that have recently exited the cell cycle and begun differentiating. The intermediate group (cyan) is marked by genes associated with photoreceptor development (*Neurod4*, *Abca4*, *Sox4*), and cytoskeletal dynamics and axonal positioning (*Tubb3*, *Robo2*, *Stmn2*) (Figure 2E; Supplementary Table S4). 

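The same comparison for intermediate-like cells covered the 9 genes that the paper lists for that group. None passed an adjusted p of 0.05 over 11765 genes, and 8 had an unadjusted p under 0.05. Adjusted over the list alone, 8 passed, which is not independent evidence since the study chose the list on these samples. All 9 fold changes were positive. *Sox4* (ENSMUSG00000076431; chromosome 13, 28948919 to 28953713) was higher by a log2 fold change of 1.32 (standard error 0.394, adjusted p = 0.0983 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 libraries. *Tubb3* (ENSMUSG00000062380; chromosome 8, 123411424 to 123422015) was higher by 2.02 (0.418, adjusted p = 0.0721 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), also in 3 of 3. *Stmn2* and *Robo2* were higher by 1.26 and 0.96. In P3 replicate 2 the fold changes were far smaller, with 0.12 for *Sox4* and 0.70 for *Tubb3* against 1.52 and 2.42 in P3 replicate 1 and 1.89 and 2.45 at P6. Without P3 replicate 2, 9 of 9 genes passed, and without either of the others none did, with 3 and 4 at an unadjusted p under 0.05. DESeq2 on the same sums called 8, and edgeR without a filter on low counts called 4. Without a block for the library, 0 passed and 6 had an unadjusted p under 0.05.

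**Figure D5:**
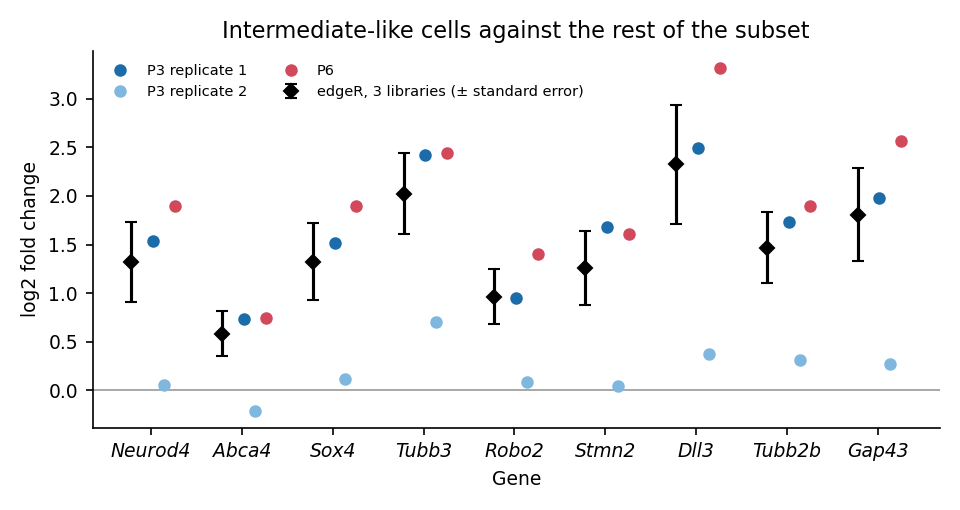
log2 fold change (vertical axis) of the 9 genes listed for the intermediate group, intermediate-like cells against the other cells of the subset; diamonds are edgeR's estimates with standard errors and circles the 3 libraries. P3 replicate 2 lies between -0.21 and 0.70, below the other libraries for each gene.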

The late group (magenta) is associated with late-stage precursors and maturing photoreceptor markers (*Prom1*, *Nrl*, *Nr2e3*) (Figure 2E; Supplementary Table S5).

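For late-like cells, 2 of the 7 listed genes, *Prdm1* and *Dnm3*, passed an adjusted p of 0.05 over 11559 genes, and 4 passed when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. *Nrl* (ENSMUSG00000040632; chromosome 14, 55518978 to 55524981) was higher by a log2 fold change of 0.32 (standard error 0.112, adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 libraries. *Nr2e3* (ENSMUSG00000032292; chromosome 9, 59942771 to 59960659) had a log2 fold change of -0.15 (0.146, adjusted p = 0.544 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in 1 of 3 libraries. Its direction changed with the setting, from -1.07 to 0.74 over all alternatives, and it was 0.06 without P6. The comparison includes rod-like and unnamed cells among the others. With rod-like cells left out of them, the log2 ratios of *Nrl* were 1.85, 0.73 and 1.14 and those of *Nr2e3* 1.17, 0.85 and 0.61 in P3 replicate 1, P3 replicate 2 and P6. Over all genes, 380 were higher and 397 lower. Without P3 replicate 1 or without P6 no listed gene passed, and 2 and 5 had an unadjusted p under 0.05. Without P3 replicate 2, 3 passed as higher and 1, *Nr2e3*, as lower (log2 fold change -0.36). With the listed genes kept among the clustering features 6 passed. Without the called doublets 0 passed and 5 had an unadjusted p under 0.05, but the fold changes of 2 of the 7 genes were above 0 in that setting, and those of the others were below.

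**Figure D6:**
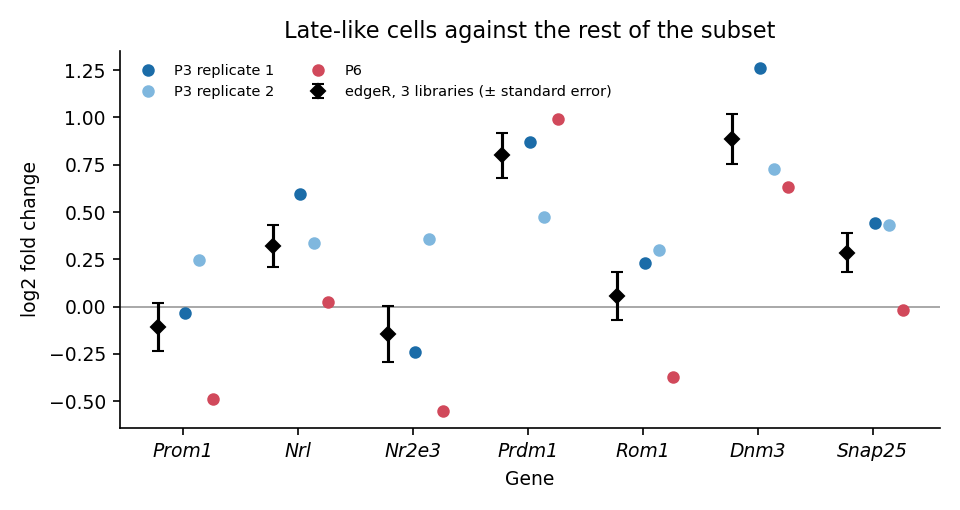
log2 fold change (vertical axis) of the 7 genes listed for the late group, late-like cells against the other cells of the subset; diamonds are edgeR's estimates with standard errors and circles the 3 libraries. Prdm1 and Dnm3 are above 0 in every library, and P6 is below 0 for Prom1, Nr2e3, Rom1 and Snap25.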

**FIGURE 2:**
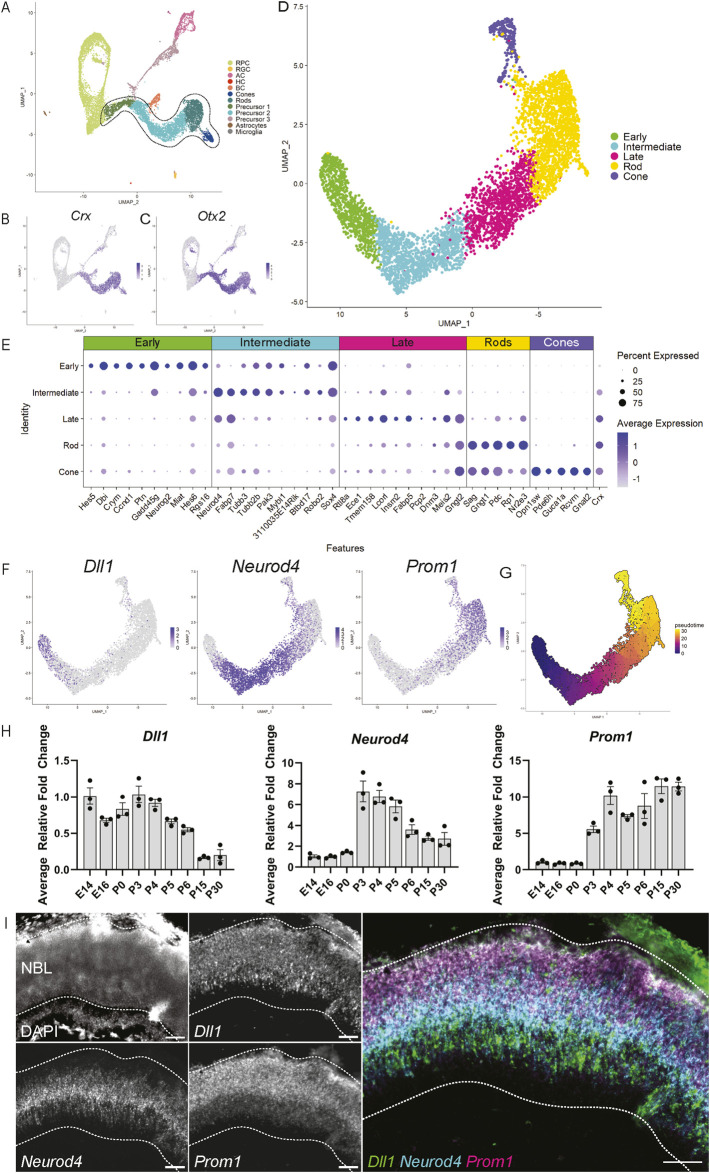
Subgroup analysis of *Crx* + cells in P2-P6 mouse retinas reveals distinct subpopulations of photoreceptor precursor cells. **(A–C)** UMAP of P2-P6 mouse retina annotated with cell identities **(A)**; *Crx* **(B)** and *Otx2* expression **(C)** was used to identify and further subset developing photoreceptor precursors (dashed outline). **(D)** Subcluster analysis of *Crx +* cells reveals mature rods (yellow) and cones (purple), as well as several distinct clusters of photoreceptor precursor cells (green, cyan, magenta). **(E)** Dot plot of top differentially expressed genes used to assign P2-P6 *Crx +* subpopulation identities. **(F)** UMAP of P2-P6 *Crx* + clusters enriched for representative markers of the early (*Dll1+*), intermediate (*Neurod4+*), and late (*Prom1+*) photoreceptor precursor subpopulations. **(G)** Pseudotime trajectory analysis of *Crx +* subsets performed with Monocle3, using *Olig2* as a reference. **(H)** Average fold enrichment of representative marker genes in E14-P30 retinas by qPCR, relative to E14 samples. Data represented as mean ± SEM. **(I)** RNA-FISH analysis reveals distinct spatial expression of *Dll1* (green), *Neurod4* (cyan), and *Prom1* (magenta) in the P4 retina. DAPI nuclei stain used to define the boundaries of the neuroblast layer (NBL, dashed outlines); outer retina is oriented towards the top of the image. Scale bars = 10 µm.

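*Dll1* (ENSMUSG00000014773) lies on chromosome 17 from 15367354 to 15376872, *Neurod4* (ENSMUSG00000048015) on chromosome 10 from 130268152 to 130280240 and *Prom1* (ENSMUSG00000029086) on chromosome 5 from 43993620 to 44102032. *Dll1* was higher in early-like cells by a log2 fold change of 1.28 (standard error 0.401, adjusted p = 0.0826 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 56.6 CPM against 18.6 in the other cells of P3 replicate 1 and 69.6 against 17.1 at P6, but 30.6 against 35.1 in P3 replicate 2. *Neurod4* was higher in intermediate-like cells by 1.32 (0.408, adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2816 against 970.0 CPM in P3 replicate 1, 270.8 against 261.2 in P3 replicate 2 and 2227 against 596.3 at P6. *Prom1* in late-like cells had a log2 fold change of -0.11 (0.128, adjusted p = 0.616 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a higher level in 1 of 3 libraries. Against the subset without rod-like cells, its log2 ratio was 0.91 in P3 replicate 1, 0.60 in P3 replicate 2 and 0.43 at P6. The rest of the subset also held unnamed cells, with *Prom1* at 294.9 CPM in P3 replicate 1 and 358.2 at P6. Late-like cells of these libraries had 162.5 and 198.1. With each library left out in turn, the fold change lay between 0.76 and 1.84 for *Dll1*, between 0.93 and 1.88 for *Neurod4*, and between -0.24 and 0.10 for *Prom1*, whose sign turned without P6. Without P3 replicate 2, *Dll1* and *Neurod4* passed an adjusted p of 0.05.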

We then identified candidate marker genes enriched in the early (*Dll1+)*, intermediate (*Neurod4+)*, and late (*Prom1+)* groups (Figure 2F). Gene expression was validated by qPCR of retinal lysates from E14-P30 mice (Figure 2H; Supplementary Table S6), and by RNA-FISH of retinal sections from P4 mice (Figure 2I). Interestingly, these markers have distinct spatial expression patterns in the developing neuroblast layer (dashed lines in Figure 2I). *Dll1* (a marker of the early group) is expressed throughout the neuroblast layer in the P4 retina, *Neurod4* (a marker of the intermediate group) is expressed in the medial neuroblast layer, and *Prom1* (a marker of the late group) is expressed most strongly in the apical neuroblast (Figure 2I). Importantly, we observed expression of all three subpopulation markers in the outer neuroblast, consistent with *Crx* expression (Supplementary Figure S2B) and the location of the presumptive outer nuclear layer where mature photoreceptors ultimately reside. These data suggest that photoreceptor precursor cells are heterogeneous, and consist of several transcriptionally distinct subpopulations that coexist in the retina at the same developmental age.

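Early-like cells made up 6.84% of the subset in P3 replicate 1 (95% interval 6.18% to 7.55%), 16.6% in P3 replicate 2 (14.35% to 19.1%) and 2.93% at P6 (2.57% to 3.33%). Intermediate-like cells made up 31.3%, 29.6% and 18.9%, late-like cells 25.4%, 27.4% and 23.8%, and rod-like cells 23.3%, 15.7% and 34.0%. Cone-like cells were 3.19%, 10.1% and 1.73%. The share left unnamed was 9.97%, 0.608% and 18.7%. The clusters with the 3 precursor-like names thus held cells of each library. Of the early-like cells, 285 of 365 in P3 replicate 1 and 223 of 231 at P6 were called doublets. An early precursor group is therefore not shown in this setting. It left neurogenic precursor-like clusters of P3 replicate 1 and P6 outside the subset. Clusters were also admitted at 33.3% of the highest *Otx2* level, an alternative chosen after the data were seen. Of the early-like cells, 21.1%, 0.719% and 23.7% were then called doublets in P3 replicate 1, P3 replicate 2 and P6. The shares of the P3 pair differed by more than counting error for the early-like, rod-like, cone-like and unnamed cells. Clustering the libraries without integration moved these shares most and named 99.7% of the subset cells of P3 replicate 2 intermediate-like. Without the called doublets, early-like cells were 22.6%, 39.8% and 14.9%, and no cluster was named intermediate-like. From its pooled P2-P6 subset, which includes published libraries, and from qPCR and RNA-FISH of P4 sections, the paper proposes that photoreceptor precursors are heterogeneous and consist of several subpopulations that coexist at the same age.

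**Figure D7:**
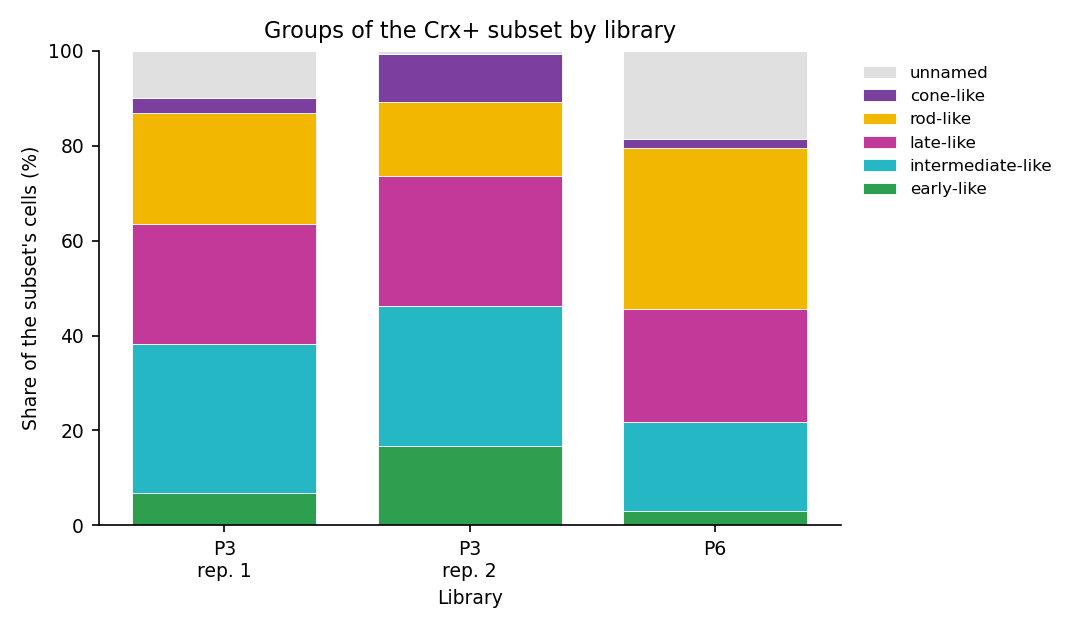
Share of the cells of the Crx+ subset (%, vertical axis) in each group for P3 replicate 1, P3 replicate 2 and P6, as stacked bars. Early-like cells range from 2.93% at P6 to 16.6% in P3 replicate 2.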

### *Dll1+*, *Neurod4+*, and *Prom1+* cells generate mature photoreceptors

To determine if the early (*Dll1*+), intermediate (*Neurod4+*), and late (*Prom1+*) subpopulations of *Crx +* cells identified by our unbiased scRNA-seq analysis contribute to the pool of mature photoreceptors, we performed genetic lineage tracing experiments using inducible Cre reporter lines driven by candidate marker genes. Each promoter was chosen based on a search of candidate genetic markers that were enriched in each population (hence the naming of clusters) (Figure 3A). 

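In cells thinned to 2000 UMIs, *Dll1* was found in 9.30% of early-like cells of P3 replicate 1, 5.49% of P3 replicate 2 and 12.6% of P6. The early-like share minus that of the rest of the subset was 6.19, -1.44 and 10.1 percentage points, and without the called doublets 3.05 and -1.54 points in the P3 libraries. At P6, 223 of the 231 early-like cells were called doublets, which leaves too few for that comparison, and in P3 replicate 1 285 of 365 were. Amacrine-like cells, which should lack *Dll1*, had 1.26%, 2.83% and 0.553%, at median depths of 5254, 4973 and 4858 UMIs before thinning against 7404, 5862.5 and 7704 in early-like cells. *Neurod4* was found in 97.0%, 37.0% and 89.4% of intermediate-like cells (median 3847, 7224 and 4076 UMIs), which differed from the rest by 36.3, -0.136 and 44.3 points. Late-like cells had 89.3%, 43.3% and 80.6%, and Müller glia-like cells, which should lack it, 2.90% in P3 replicate 1 and 3.49% at P6 (median 4971 and 5991 UMIs). *Prom1* was found in 27.6%, 21.5% and 30.3% of late-like cells (median 2839, 6923.5 and 2875.5 UMIs), which differed from the rest by 3.54, 0.979 and -8.51 points. Rod-like cells had 51.9%, 41.9% and 58.3%, and amacrine-like cells 2.52%, 4.49% and 5.53%. Without thinning, *Dll1* was found in 24.4%, 16.5% and 32.5% of early-like cells and *Neurod4* in 98.5%, 82.2% and 94.75% of intermediate-like cells. Thinning to 1000 UMIs turned the smallest *Dll1* difference to 0.868 points, while without thinning it was -4.19 points, in P3 replicate 2.

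**Figure D8:**
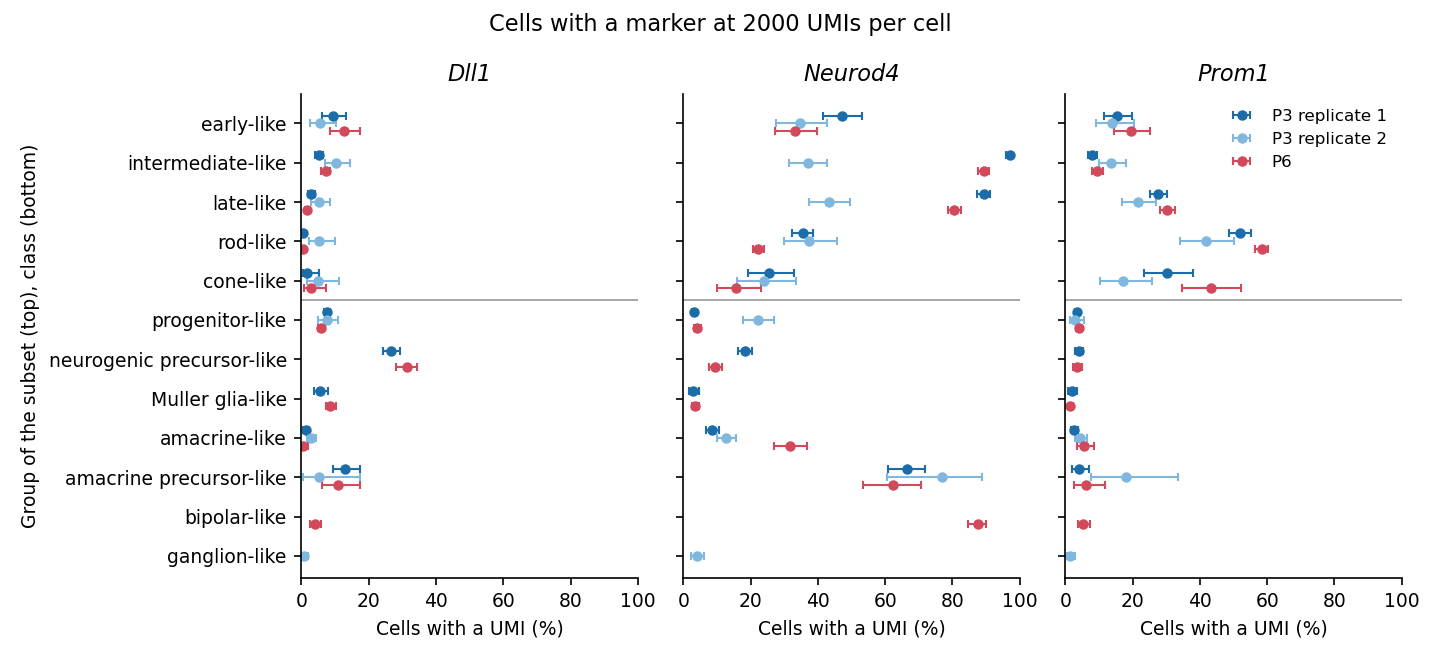
Share of cells with at least 1 UMI (%, horizontal axis) of Dll1, Neurod4 and Prom1 at 2000 UMIs per cell, by group of the Crx+ subset and by other cell class, with exact 95% intervals for the 3 libraries. Neurod4 is found in 80.6% or more of intermediate- and late-like cells of P3 replicate 1 and P6 and in 43.3% or fewer in P3 replicate 2.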

*Dll1-CreER* (van Es et al., 2012), *Neurod4-CreER* (Hirata et al., 2021), and *Prom1-CreER* (Zhu et al., 2009) mouse lines were used to trace the early, intermediate, and late photoreceptor precursor groups, respectively. Cre mice were crossed with the Ai9 reporter mouse (*Rosa26-CAG-LSL-tdTomato)* (Madisen et al., 2010), so that upon tamoxifen administration, all cells expressing the subpopulation-enriched promoters were permanently labeled with tdTomato (Figure 3B). Tamoxifen was administered orally (Butchbach et al., 2007) at a single dose of 50 mg/kg (Kaiser and Feng, 2019) to one- or two-day old pups to allow for recombination to occur in the neonate retinas. Eyes were then harvested at P4 and P30 for histological analysis (Figure 3C). *Dll1-CreER;Ai9, Neurod4-CreER;Ai9,* and *Prom1-CreER;Ai9* litters that did not receive tamoxifen all had minimal background signal at P4 and P30 timepoints, validating the fidelity of the inducible system (Supplementary Figure S3A,B). Mice treated with tamoxifen at P1 and P2 had normal retinal morphology (Figures 3D,E), suggesting that this tamoxifen dose does not grossly affect retinal development. Cells labeled with the tdTomato reporter were observed in P4 pups from crosses with all three Cre lines. To increase the signal-to-noise ratio of the tdTomato reporter, retinal sections were stained with anti-RFP antibody prior to imaging. The antibody signal strongly coexpressed with the endogenous tdTomato signal (Supplementary Figure S3C,D). Labeled cells in the *Dll1-Cre* + mice were located throughout the neuroblast layer. Labeled *Neurod4-Cre* + cells were found in a striking band medially to basally in the neuroblast layer as well as diffusely in the apical neuroblast layer. Labeled cells in the *Prom1-Cre* + mice were located apically and occasionally spanning the neuroblast layer (Figure 3D). The spatial patterns of these lineage traced cells in the P4 retina are consistent with the expression patterns of marker genes by RNA-FISH at this timepoint (Figure 2I). We next analyzed retinal sections from mice lineage traced to P30 to assess the terminal fates of the labeled cells in adult retinas. tdTomato + cells with photoreceptor cell morphology were present in the outer nuclear layer (ONL) of retinas from all three Cre lines (Figure 3E), and coexpressed with the photoreceptor marker CD73 (Figures 3F–I). The majority of labeled cells were rods based on cellular morphology (long, cylindrical outer segments) and co-staining with rhodopsin (Supplementary Figure S4A,C–E). Cone arrestin appeared to be less frequently expressed in tdTomato + cells compared to rhodopsin (Supplementary Figure S4B,F–H). Together, our lineage tracing experiments suggest that the early, intermediate, and late subpopulations all contribute (albeit not exclusively) to the photoreceptor fate in the mouse retina.

**FIGURE 3:**
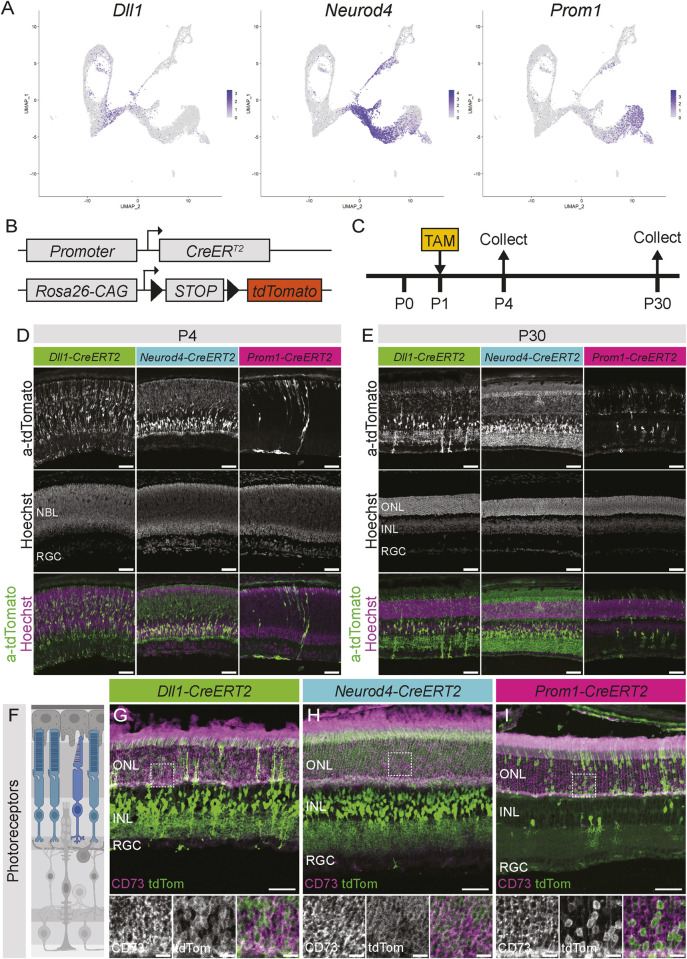
*Dll1+*, *Neurod4+*, and *Prom1+* cells generate mature photoreceptors. **(A)** UMAPs of *Dll1*, *Neurod4*, and *Prom1* expression in P2-P6 mouse retinas. **(B)** Subpopulation enriched Cre mice (upper panel) were crossed with Ai9 reporter mice (lower panel). **(C)** Lineage tracing experiments were performed by administering tamoxifen (TAM) to P1 or P2 pups to permanently label cells with tdTomato; eyes were harvested at P4 and P30 for histological analysis. **(D,E)** Representative immunofluorescence images of P4 and P30 retinas from *Dll1-CreER;Ai9*, *Neurod4-CreER;Ai9*, and *Prom1-CreER;Ai9* samples stained with anti-tdTomato (green) representing lineage traced cells and Hoechst (magenta) showing nuclear layers. Scale bars = 50 µm. **(F)** Diagram highlighting photoreceptor cell location and morphology in the outer retina. **(G–I)** Representative immunofluorescence images of P30 retinas show co-staining of tdTomato + lineage traced cells (green) with CD73 (photoreceptor cell marker, magenta). Scale bars = 50 µm. Dashed boxes outline areas magnified for cropped insets. Inset scale bars = 10 µm. NBL, neuroblast layer; ONL, outer nuclear layer; INL, inner nuclear layer; RGC, retinal ganglion cell.

While a majority of labeled cells at P30 were photoreceptors, we also observed labeled cells in the inner nuclear layer (INL) (Figure 3E; Supplementary Figure S5). This is likely due to Cre expression in a small percentage of late RPCs and precursor cells outside of the photoreceptor lineage (Figure 3A). 

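Outside the subset, at 2000 UMIs per cell, *Dll1* was found in 7.66% of progenitor-like cells of P3 replicate 1 (95% interval 6.82% to 8.57%), 7.51% of P3 replicate 2 and 5.85% of P6, above the ganglion-like cells of P3 replicate 2 at 0.668%. The median depth before thinning was 5678.5, 4684 and 6503 UMIs in these progenitor-like cells and 4970 in the ganglion-like cells. Neurogenic precursor-like cells, a class whose panel includes *Dll1*, had 26.8% in P3 replicate 1 and 31.3% at P6. *Neurod4* was found in 3.14%, 22.2% and 4.14% of progenitor-like cells, against 4.01% of the ganglion-like cells of P3 replicate 2. Amacrine precursor-like cells had 66.4%, 76.9% and 62.3%, and the bipolar-like cells of P6 had 87.5% (84.7% to 89.9%). *Prom1* was found in 3.38%, 3.00% and 4.09% of progenitor-like cells, a higher share than in amacrine-like cells in P3 replicate 1 and a lower one in P3 replicate 2 and at P6. Without thinning, progenitor-like cells had *Dll1* in 16.7%, 13.8% and 16.2%, and *Neurod4* in 7.19%, 39.0% and 9.14%.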

On average, *Prom1-Cre* labeled the greatest number of photoreceptor cells (96.6%) and the fewest non-photoreceptor cells (3.4%) compared to *Dll1*-Cre (76.7% PR/23.3% INL) *and Neurod4*-Cre (88.8% PR/11.2% INL) (Supplementary Figure S5M). The morphology and location of these labeled INL cells were most consistent with amacrine, bipolar, and Müller glia cells (Supplementary Figure S5A–C). We performed additional immunofluorescence analysis of the P30 lineage tracing samples to co-stain with known markers of amacrine cells (Pax6) (Supplementary Figure S5D–F), bipolar cells (Vsx2) (Supplementary Figure S5G–I), and Müller glia cells (Glutamine synthetase [GS]) (Supplementary Figure S5J–L). Of the non-photoreceptor cells, *Dll1-Cre +* retinal sections labeled amacrine, bipolar, and Müller glia cells, while the *Neurod4-Cre+* and *Prom1-Cre +* samples labeled primarily amacrine and bipolar cells with rare Müller cells (0.3% and 4.0%, respectively) (Supplementary Figure S5N). No labeled retinal ganglion cells or horizontal cells were observed. Together, these data suggest that *Dll1*, *Neurod4*, and *Prom1* are enriched but not exclusive to each photoreceptor precursor population, and that all three populations contribute to the mature photoreceptor pool.

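Within the subset, 2.85% of the thinned cells of P3 replicate 1 (95% interval 2.38% to 3.39%), 2.94% of P3 replicate 2 and 2.05% of P6 had both *Dll1* and *Neurod4*. *Neurod4* and *Prom1* were found together in 14.1%, 8.11% and 15.0%, and *Dll1* and *Prom1* in 0.644%, 1.82% and 0.464%. All 3 were found in 18 of 4346 cells, 11 of 987 and 19 of 6250. None of them was found in 14.3%, 47.2% and 22.2%, so at this depth a cell without a UMI of a marker is not shown to lack it. Without thinning, cells with both *Dll1* and *Neurod4* were 5.72%, 16.0% and 3.94%.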

### *Dll1+*, *Neurod4+*, and *Prom1+* subpopulations are consistent with sequential photoreceptor precursor states

We next sought to determine if the early, intermediate, and late subpopulations are sequential stages of photoreceptor precursor maturation as suggested by the pseudotime analysis (Figure 2G), or parallel pathways that can each directly form photoreceptors. To test this, we treated *Dll1-CreER;Ai9, Neurod4-CreER;Ai9,* and *Prom1-CreER;Ai9* litters with tamoxifen at P2, and analyzed tdTomato + cells at P4, P6, and P8 by flow cytometry and qPCR (Figure 4A; Supplementary Figure S6A–F). Cells were stained with antibodies for Prom1 (CD133) (a marker of the late group) and CD73 (a marker of maturing photoreceptors). The proportions of Prom1 and CD73 double positive cells were measured at P4, P6, and P8 from tdTomato + cells (Figures 4B–C; Supplementary Figures S6A–D). *Dll1-Cre +* began with the fewest Prom1+/CD73+ cells at P4 (44.0%), which strongly increased by P6 (77.3%) and P8 (89.4%) (Figures 4B,C; Supplementary Figure S6E), suggesting that Dll1+ cell populations acquire Prom1 expression over time. In contrast, *Prom1-Cre +* samples did not have a significant increase in Prom1+/CD73+ expression from P4 to P8 (Supplementary Figure S6C–E), which would be expected if these cells were already enriched for Prom1 at P4. Interestingly, *Prom1-Cre +* samples showed a steady increase in CD73^+^ expression over time (Supplementary Figure S6C), which is consistent with our qPCR analysis (Figure 4L) and suggests that Prom1 cells are in the later stages of photoreceptor development and maturation, and that Prom1 marks an earlier cell state than CD73.

**FIGURE 4:**
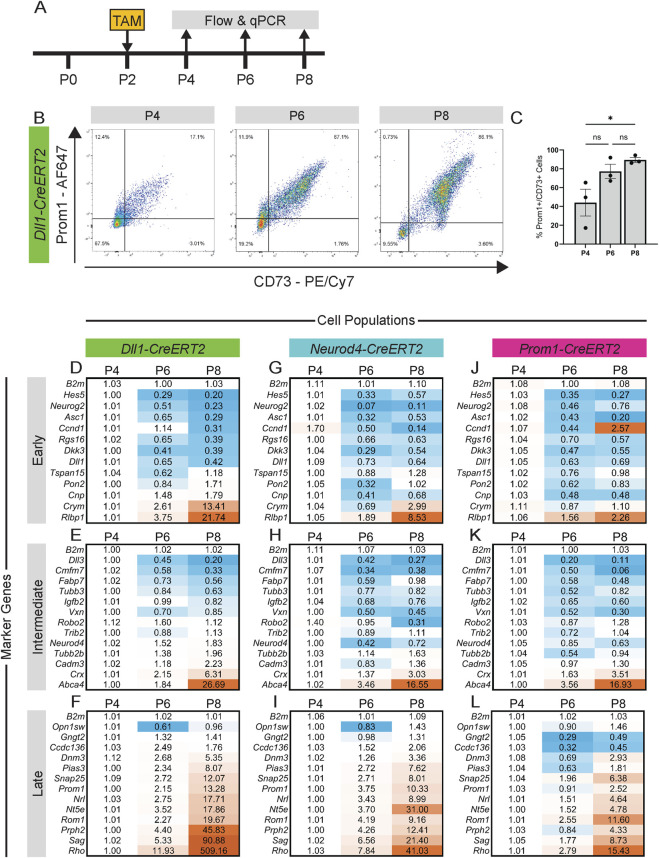
*Dll1+*, *Neurod4+*, and *Prom1+* subpopulations are consistent with sequential photoreceptor precursor states. **(A)** Analysis of lineage traced cells across the neonatal time window was performed by administering tamoxifen (TAM) to P2 pups and harvesting eyes at P4, P6, and P8 for qPCR and flow cytometry analysis. **(B,C)** Flow analysis of Prom1 and CD73 expression in tdTomato+ **(B)** cells for *Dll1-CreERT2* samples at P4, P6 and P8. Quantification of the proportions of Prom1+/CD73+ cells in tdTomato+ **(C)** samples from *Dll1* traced cells. Values are mean ± SEM (n = 3). Statistical test done with one-way ANOVA with Tukey’s post-hoc analysis, *p = 0.0325. **(D–L)** qPCR analysis of tdTomato + cells sorted from P4, P6, and P8 samples. Samples were probed with panels of marker genes for the Early **(D,G,J)**, Intermediate **(E,H,K)**, and Late **(F,I,L)** subpopulations. *B2m* and respective P4 samples were used as references for ΔΔCt analysis. Results are summarized in heat maps displaying average fold changes (downregulated genes indicated in blue; upregulated genes in orange).

We then analyzed gene expression changes of representative panels of early, intermediate, and late gene markers in lineage traced cells at P4, P6, and P8 by qPCR (Figure 4D–L; Supplementary Table S7). The *Dll1-Cre +* samples showed the most dynamic gene expression from P4 to P8. Early gene markers were strongly downregulated (Figure 4D, blue boxes), while some intermediate and nearly all late gene markers were strongly upregulated over time (Figures 4E–F, orange boxes), suggesting that permanently labeled “early” population cells may subsequently acquire a signature of the intermediate and late groups. Similarly, the *Neurod4-Cre +* samples had low expression of early gene markers, accompanied by a gradual but strong upregulation of late marker genes from P4 to P8 (Figures 4G–I). Finally, *Prom1-Cre +* cells showed low expression of early and intermediate gene markers at P6 and P8 (Figures 4J–K) and strong upregulation of late gene markers associated with photoreceptor maturation (Figure 4L). Although these experiments were conducted on bulk-sorted tdTomato + cells and therefore cannot resolve the transition states of individual cells, these findings are consistent with–though not definitive evidence for–a sequential model of photoreceptor development in which *Dll1*+, *Neurod4*+, and *Prom1*+ cells progress through distinct developmental states along their trajectory to mature photoreceptors. It would be interesting to employ single-cell-resolution approaches in future studies to more precisely define these transition states.

### *CRX +* photoreceptor precursor subpopulations are present in human retinal organoids

For future therapeutic applications, it would be advantageous to obtain photoreceptor precursor donor cells from cultured sources rather than primary retinal tissues. Human induced pluripotent stem cell (hiPSCs)-derived retinal organoids are three-dimensional structures that recapitulate the development of the human retina, and have become an increasingly popular source of donor cells for photoreceptor transplantation. To investigate the heterogeneity of photoreceptor precursor cells in retinal organoids and to determine if the *Crx +* subpopulations identified in this study are conserved across species, we next compared our mouse data to published scRNA-seq datasets of human retinal organoids (Supplementary Figure S7A,B) (Sridhar et al., 2020; Dorgau et al., 2024). All expected retinal cell types were represented in human retinal organoids (Figure 5A; Supplementary Figure S7C). Subgroup analysis of *CRX +* cells revealed several clusters of maturing human photoreceptor precursor cells (Figures 5B,C; Supplementary Figure S7D). Differentially expressed gene analysis of the clusters identified cone (group 0, purple), and rod (group 1, yellow) photoreceptors (Figures 5C–E). Groups 2 (green) and 4 (magenta) showed enrichment for genes bearing some resemblance to the early and late groups from our mouse scRNA-seq data, respectively. Although expression of *DLL1*, the marker of the early mouse group, was not detected in the human *CRX +* subset, we did observe enrichment of *PAX6*, an additional marker of the early group (Supplementary Table S3) in group 2. Similarly, *PROM1* was enriched in group 4, the presumptive late group (Figure 5D). Interestingly, while neither group had as many differentially expressed genes directly related to photoreceptor development, many genes were related to cellular migration and localization (*MDK*, *FBLN1*, *KIF22*). Lastly, group 3 (cyan) shared many transcriptional signatures with the intermediate group in the developing mouse retina such as *NEUROD4* (Figure 5D,E), and showed strong enrichment for genes related to neurogenesis and axon development (*NEUROD1*, *NFIB*, *ATOH7*, *PRDM1*). Overall, these data suggest that human retinal organoids contain heterogeneous populations of photoreceptor precursor cells that may be evolutionarily conserved across species. Further studies validating the presence of these subpopulations and their utility in cell-based therapies will improve our understanding of retinal development and may refine a suitable source of donor cells for retinal regeneration.

**FIGURE 5:**
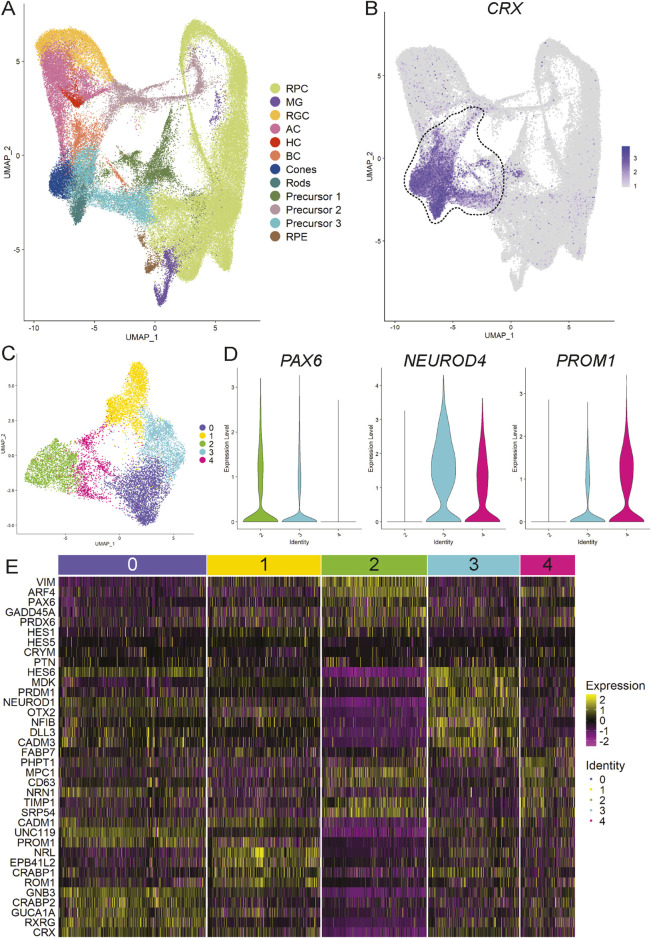
*CRX +* photoreceptor precursor subpopulations are present in human retinal organoids. **(A)** UMAP of integrated human retinal organoid scRNA-seq datasets; clusters annotated by cell identity. **(B)** UMAP of *CRX* expression in human retinal organoids. Dashed outline indicates *CRX* + cells used for subset analysis of developing photoreceptors. **(C)** Subcluster analysis of *CRX* + cells in human retinal organoids reveals distinct clusters reminiscent of the clusters identified in the developing mouse retina. **(D)** Violin plots of *PAX6*, *NEUROD4*, and *PROM1* expression in *CRX* + precursor clusters. **(E)** Heatmap of differentially expressed genes of *CRX* + clusters.

## Discussion

Retinal development is a complex process, with all seven major retinal cell types emerging from a common pool of retinal progenitor cells in overlapping temporal and spatial waves. This results in a heterogeneous pool of progenitor, precursor, and maturing retinal cells. This is especially pertinent to photoreceptors, as many of the genes necessary for photoreceptor precursor cell development, such as *Crx* and *Nrl*, are also required for the maintenance and function of mature photoreceptors cells. While the genes regulating photoreceptor development have been extensively characterized, the developmental heterogeneity of photoreceptor precursor cells is poorly understood, particularly as it relates to isolating an optimal population of cells for regenerative strategies (Lakowski et al., 2011; Lakowski et al., 2015; Lakowski et al., 2018). Recently, there have there been reports of precursor substates in developing fetal retinas (Shayler et al., 2025), as well as brains (Hamed et al., 2022), highlighting the heterogeneity of neural precursor cells. Reducing donor cell heterogeneity results in increased RPE cell engraftment and polarization (Tessmer et al., 2024), enhanced cortical cell survival and cell fate control (Molina-Ruiz et al., 2025; Fortin et al., 2016), and improved cardiac functional recovery (Tripathi et al., 2020; Kawamoto et al., 2006), suggesting that a similar approach may be beneficial in the neural retina.

Previous reports have suggested that donor cells derived from the early neonatal period (P2-P6) exhibit improved integration upon transplantation compared to earlier or later timepoints (MacLaren et al., 2006; Pearson et al., 2012; Singh et al., 2013; Aghaizu et al., 2017; Gust and Reh, 2011), therefore we focused our transcriptomic analysis on this important developmental window. 

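Photoreceptor precursor-like cells, named without *Crx*, held 976 cells at E14 and made up 4.59% of P0 (95% interval 4.19% to 5.02%), 28.0% of P3 replicate 1 (27.2% to 28.8%), 10.8% of P3 replicate 2 (9.58% to 12.0%) and 31.2% of P6 (30.4% to 31.98%). No cluster of E16 took that name. The P3 pair differed by -17.3 percentage points (P3 replicate 2 minus P3 replicate 1), against 24.4 points between P6 and E14. With no upper limit on genes the order of the pair turned, with 30.0% in P3 replicate 2 and 23.8% in P3 replicate 1, and 37.2% of these cells of P3 replicate 2 were at or above that limit. With all 6 libraries clustered together without integration, 0% of P3 replicate 2 took the name, so the difference within the pair depends on the setting. The P8 retinas of the published data were not analysed here.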

Interestingly, we observed enrichment of *Crx* + precursor cells during this time, with a sharp decline by P8, suggesting that the presence of this population may be important for the survival and functional integration of transplanted cells. Of note, in light of cytoplasmic material transfer that may have confounded these studies, it would be interesting to validate that P2-P6 donor cells truly have the highest rates of integration (rather than the highest rates of material transfer). Most lineage traced photoreceptors were rods, rather than cones, which is consistent with the timing of tamoxifen administration during the peak of rod genesis in the neonatal period. It would be interesting to expand our transcriptomic analysis to investigate the heterogeneity of embryonic timepoints, which contain early-born retinal precursor cells that may be better suited for cone regeneration. Importantly, we show that even at a single (P4) timepoint, photoreceptor precursor cells have a great degree of heterogeneity, suggesting that the identification of an optimal cell *identity*, rather than optimal chronologic age, may provide a more useful strategy for achieving transplantation success for the desired cell type.

Our unbiased scRNA-seq analysis revealed three transcriptionally distinct subpopulations of *Crx* + photoreceptor precursor cells present within the neonate mouse retina. The early (*Dll1+*) group is predominantly marked by genes that promote neuronal differentiation (*Pax6* (Kohwi et al., 2005), *Ascl1* (Brzezinski et al., 2011), *Neurog2* (Kowalchuk et al., 2018), *Hes6* (Bae et al., 2000)), suggesting that these are immature precursor cells committing to neuronal cell fates. 

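*Hes6* (ENSMUSG00000067071; chromosome 1, 91411483 to 91414038) was higher in early-like cells by a log2 fold change of 0.46 (standard error 0.127, adjusted p = 0.0628 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 libraries. With *Otx2* clusters admitted to the subset at 33.3% of the highest level, an alternative chosen after the data were seen, the neurogenic precursor-like clusters entered it. The early-like group then held 939, 139 and 1000 cells of P3 replicate 1, P3 replicate 2 and P6, of which 21.1%, 0.719% and 23.7% were called doublets. In that setting 2 of 5 genes passed. When the called doublets were also left out, 0 genes passed and 3 had an unadjusted p under 0.05. All 5 fold changes were positive in every setting that could be fitted, from 0.19 to 1.12 for *Hes6*.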

The intermediate (*Neurod4+*) group is marked by pro-neural and visual function related genes (*Neurod4*, *Dll3*, *Abca4*). 

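*Dll3* (ENSMUSG00000003436; chromosome 7, 28293553 to 28302238) was higher in intermediate-like cells by a log2 fold change of 2.32 (standard error 0.614, adjusted p = 0.0856 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 libraries. *Abca4* (ENSMUSG00000028125; chromosome 3, 122044443 to 122180123) was higher by 0.58 (0.235, adjusted p = 0.163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 2 of 3 libraries. Its level was 230.4 CPM against 138.3 in P3 replicate 1, 66.6 against 77.05 in P3 replicate 2 and 190.4 against 113.8 at P6. Without P3 replicate 2 both genes passed an adjusted p of 0.05. Without the called doublets no cluster was named intermediate-like, so neither gene could be tested.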

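*Tubb2b* and *Gap43*, which the paper names beside *Tubb3* and *Robo2*, were higher in intermediate-like cells by log2 fold changes of 1.47 (standard error 0.364, adjusted p = 0.0803) and 1.81 (0.479, adjusted p = 0.0859), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and both in 3 of 3 libraries. *Tubb2b* (ENSMUSG00000045136) lies on chromosome 13 from 34126748 to 34130466 and *Gap43* (ENSMUSG00000047261) on chromosome 16 from 42248442 to 42340651. In P3 replicate 2 their log2 ratios were 0.31 and 0.27. Leaving out that library gave 1.98 and 2.43, and both then passed an adjusted p of 0.05. From the enrichment of such genes, the paper proposes that these cells may be poised for motility and migration.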

Notably, this group is also marked by the enrichment of genes associated with cytoskeletal dynamics and axon formation and guidance (*Tubb3*, *Tubb2b*, *Robo2*, *Gap43*), which suggests that these cells may be intrinsically poised for cell motility and migration–important prerequisites for transplantation success. 

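*Prdm1* (ENSMUSG00000038151; chromosome 10, 44437177 to 44528501) was higher in late-like cells than in the rest of the subset by a log2 fold change of 0.80 (standard error 0.119) and *Dnm3* (ENSMUSG00000040265; chromosome 1, 161982453 to 162478034) by 0.89 (0.134), each with an adjusted p of 0.0386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and in 3 of 3 libraries. *Rom1* and *Snap25* changed by 0.06 and 0.28 (adjusted p = 0.805 and 0.124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At P6 their log2 ratios were -0.37 and -0.02, and in both P3 libraries they were positive. Late-like cells were also compared with rod-like cells, where 6 of the 7 listed genes passed an adjusted p of 0.05 over 10716 genes and 6 when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. *Prom1*, *Nrl*, *Nr2e3*, *Rom1* and *Snap25* were lower in late-like cells in 3 of 3 libraries, with log2 fold changes of -1.13, -0.81, -1.35, -1.08 and -0.54. Their adjusted p was 0.0047, 0.00453, 0.0047, 0.00469 and 0.0156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Prdm1* was higher by 0.63 (adjusted p = 0.0274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Dnm3* was at 0.18 and did not pass. Over all genes, 1100 were higher and 1286 lower. Without P3 replicate 1 only *Nr2e3* passed, without P6 4 genes did, and without a block for the library none passed, with 5 at an unadjusted p under 0.05.

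**Figure D9:**
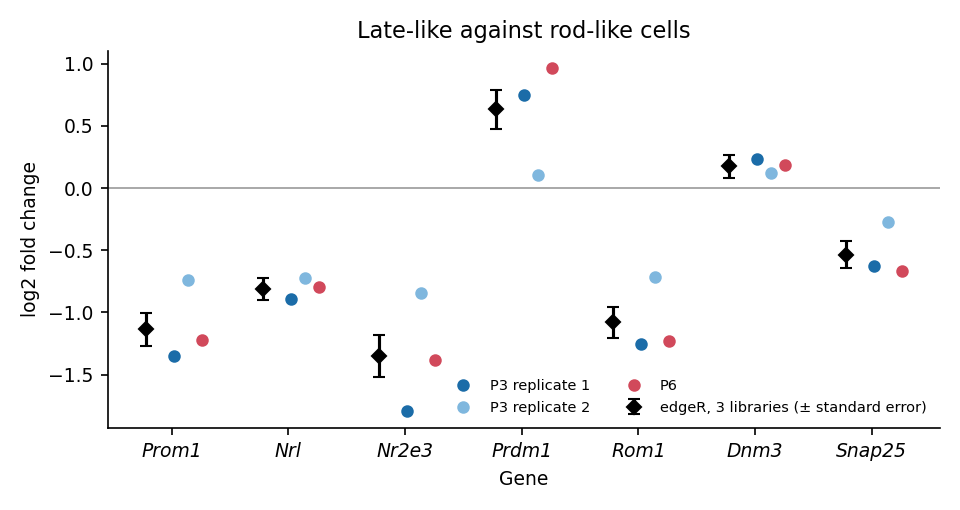
log2 fold change (vertical axis) of the 7 genes listed for the late group, late-like against rod-like cells; diamonds are edgeR's estimates with standard errors and circles the 3 libraries. Prom1, Nrl, Nr2e3, Rom1 and Snap25 are below 0 and Prdm1 and Dnm3 above 0 in every library.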

Finally, the late (*Prom1+*) group is marked by genes related to photoreceptor maturation (*Nr2e3*, *Nrl*, *Prdm1*, *Rom1*) as well as synapse dynamics (*Dnm3*, *Snap25*), suggesting that they are committed photoreceptor precursors in the late-stages of differentiation. Interestingly, the early population acquired gene expression signatures of the intermediate and late groups over time, suggesting that these populations represent a spectrum of development with an increasing degree of photoreceptor maturation. These trends were further supported by our flow cytometry analysis, in which bulk-sorted tdTomato + samples showed sequential increases in the proportions of Prom1+/CD73+ cells over time. While cells from all three subpopulations contribute to the pool of mature photoreceptors, other retinal cell types were also labeled. To avoid inherent limitations of lineage tracing studies which rely on the fidelity of a single reporter (which in this study were enriched but not exclusive to the photoreceptor lineage) and that can reflect differences in promoter strength rather than true cellular abundance, it would be interesting in future studies to investigate only *Dll1*+, *Neurod4*+, and *Prom1*+ cells that co-express canonical photoreceptor markers, and to utilize single-cell resolution studies to definitively prove sequential maturation of these transition states.

Retinal organoids are an attractive source of photoreceptor precursor cells for retinal transplantation in human patients. Organoids recapitulate retinal development, can generate all retinal cell types, have scalable production, and can be generated from patient-derived cells to minimize immunogenicity. However, transplantation studies of cells from human retinal organoids exhibit similar limitations observed in mouse studies including limited donor cell integration and functional recovery. Furthermore, while many developmental patterns are shared between human and mouse, cross-species comparisons are critical to identify conserved pathways with therapeutic potential (Lu et al., 2020). By analyzing previously published human scRNA-seq datasets (Sridhar et al., 2020; Dorgau et al., 2024), we show that maturing human retinal organoids also have extensive heterogeneity of CRX + developing photoreceptor precursor cells that bear similarities to the *Crx +* subpopulations in the mouse. Our transcriptomic analysis suggests that these populations may be present as early as day (D) 45/60. Although organoids do not fully recapitulate *in vivo* retinal development, validating these findings in primary retinal organoids could reveal an earlier source of donor cells than the D200 or older retinal organoids commonly used for transplantation. Further investigation into the heterogeneity and dynamics of photoreceptor precursor cells in maturing human retinal organoids may help identify cell subpopulations with a greater capacity for integration.

Due to the overlapping nature of retinal development and the co-existence of the early, intermediate, and late photoreceptor cell populations at the same chronologic age, current donor cell isolation methods using broad photoreceptor markers cannot distinguish between these three groups. Ultimately, transplantation experiments using donor cells from isolated photoreceptor precursor populations will determine which has the highest rates of survival, synaptic connectivity, and functional integration within the retina. Based on our transcriptomic analysis, we hypothesize that the early (*Dll1+*) group may be ideally suited for neurogenesis and axon guidance, but these cells may require niche signaling and endogenous developmental cues that may be absent in diseased or degenerating retinas. The intermediate (*Neurod4+*) group in many ways represents an ideal donor cell population as it is marked by genes related to both photoreceptor development and neuronal cell migration and maturation. The late (*Prom1+*) group is most biased towards photoreceptor fate, but may have similar limitations as mature photoreceptors including poor cell survival following the mechanical stress of retinal dissociation and transplantation. The differentially expressed genes identified in our scRNA-seq data may also be leveraged to identify candidate genes to “prime” photoreceptor precursor cells prior to transplantation, or to direct the differentiation of human iPSCs or organoids towards an optimal cell type for neuronal integration. Further investigation into the genetic elements that regulate and drive the developmental transitions between states will improve our understanding of photoreceptor precursor maturation and may better inform future therapeutic strategies.

## Data Availability

Single-cell RNA-seq data have been deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) at GEO: accession number GSE297036, available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE297036.

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 1

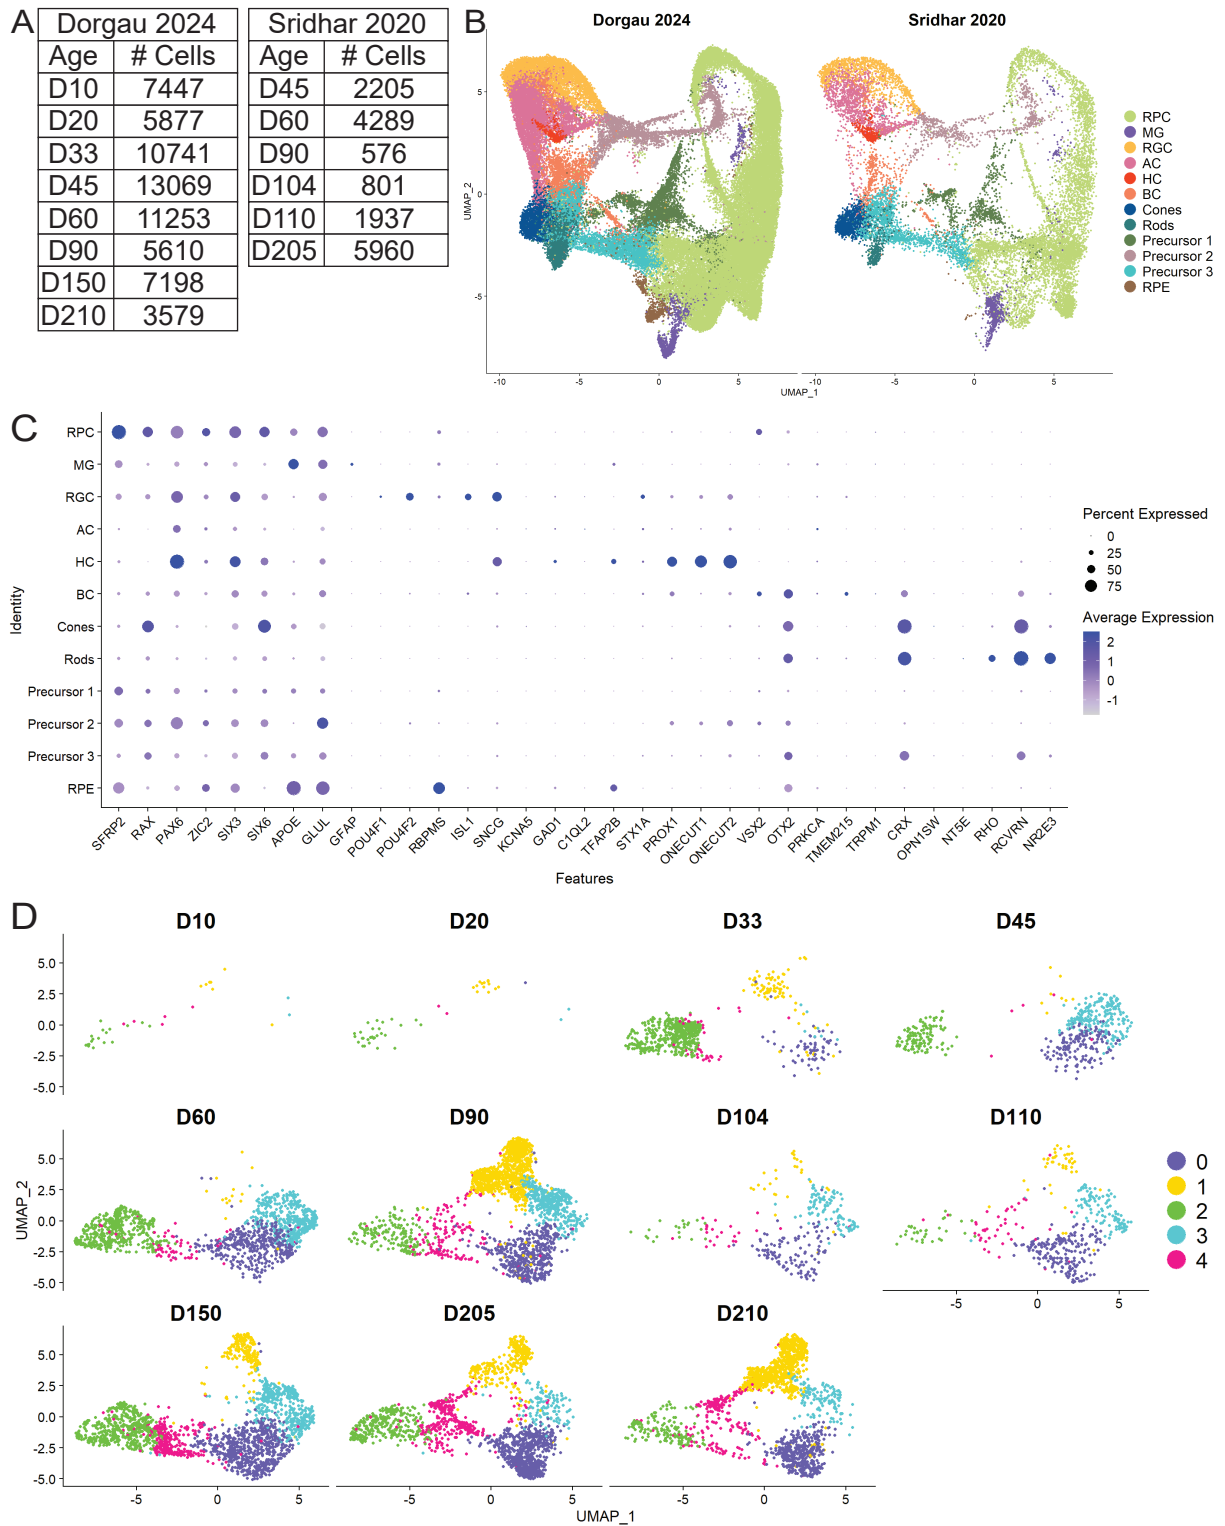

**Figure S7. Generating a scRNA-seq dataset of maturing human retinal organoids.**

**A)** Timepoints with number of cells used from published human retinal organoid scRNA-seq data (Dorgau et al., 2024, Sridhar et al., 2020). **B)** UMAP of integrated human retinal organoid scRNA-seq data faceted by data source. **C)** Dot plot of differentially expressed genes used to assign cluster identities. **D)** UMAP of human retinal organoid CRX precursor subset data faceted by sample timepoints. RPC, retinal progenitor cells; MG, Müller glia; RGC, retinal ganglion cells; AC, amacrine cells; HC, horizontal cells; BC, bipolar cells; RPE, retinal pigment epithelia.

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 2

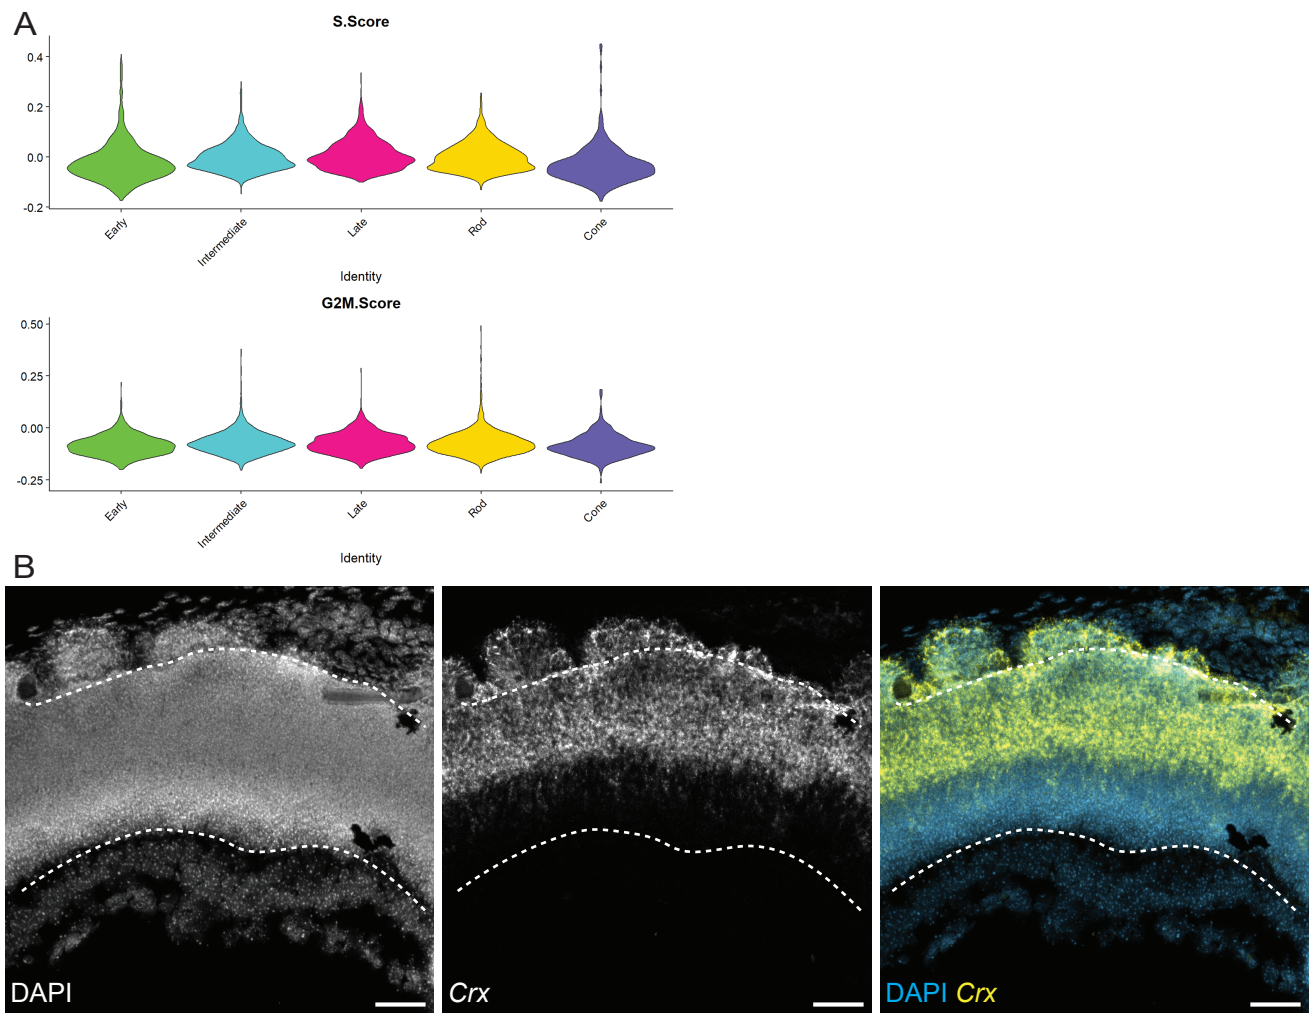

**Figure S2. Characterization of neonatal Crx<sup>+</sup> subpopulations.**

**A)** Violin plots of S and G2M scores from cell cycle regression analysis of P2-P6 Crx<sup>+</sup> subset populations. **B)** RNA-FISH analysis reveals spatial expression of Crx (yellow) in the P4 retina. 

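The spread of the scores between cells differed by library. The S score of intermediate-like cells was -0.1495 ± 0.0558 (SD over cells) in P3 replicate 1, -0.00381 ± 0.0974 in P3 replicate 2 and -0.0555 ± 0.05105 at P6. Their G2M score was -0.214, -0.00650 and -0.103. Progenitor-like cells had S scores of 0.1275, 0.148 and 0.222 and G2M scores of 0.362, 0.343 and 0.5275. The scores are relative to control genes drawn within each library, so levels of different libraries are not on a common scale. Among cone-like cells, 0.595%, 25.0% and 15.7% had an S or a G2M score above 0.

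**Figure D10:**
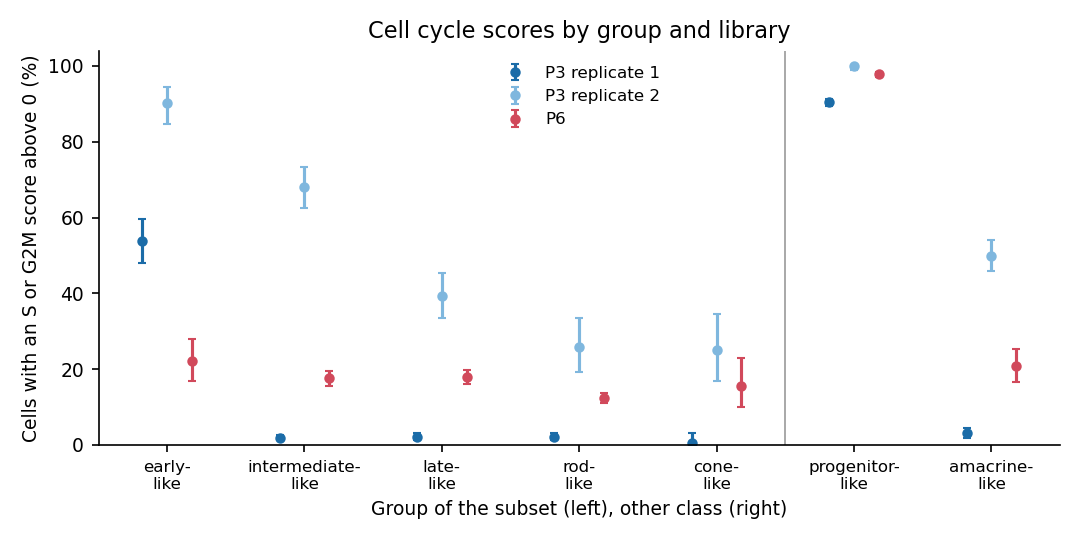
Share of cells with an S or a G2M score above 0 (%, vertical axis) at 2000 UMIs per cell, by group of the Crx+ subset and for progenitor- and amacrine-like cells, with exact 95% intervals for the 3 libraries. Early-like cells range from 22.1% at P6 to 90.2% in P3 replicate 2, and progenitor-like cells have 90.4% or more.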

DAPI nuclei counterstain used to define the boundaries of the neuroblast layer (dashed lines). Outer retina is oriented towards the top of the image. Scale bars = 50  $\mu$ m.

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 3

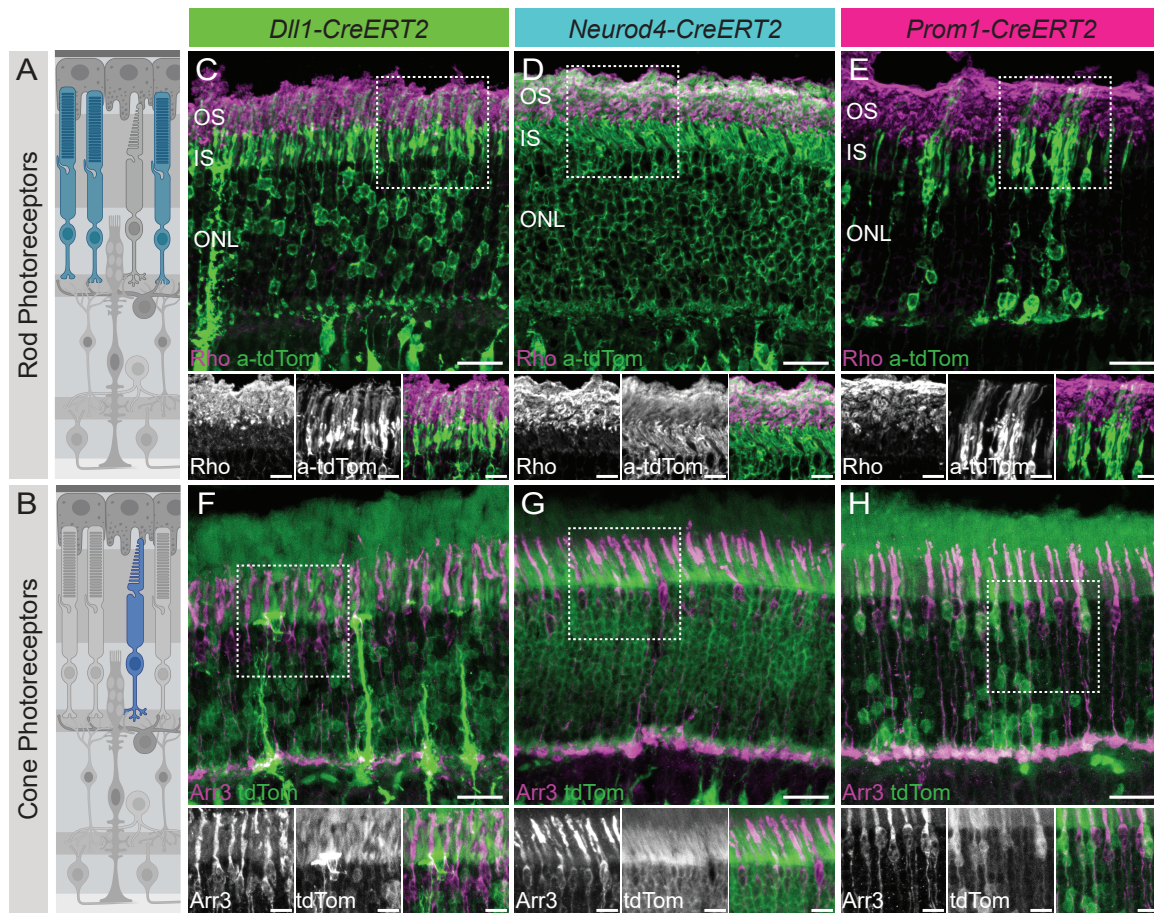

**Figure S4. Labeled photoreceptor cells are primarily rods.**

**A-B)** Diagram highlighting rod and cone photoreceptor cell location and morphology. Representative P30 retinas show co-expression of tdTomato+ lineage traced cells (green) with **C-E)** rhodopsin (Rho, magenta) or **F-H)** cone arrestin (Arr3, magenta). Scale bars = 20  $\mu\text{m}$ . Dashed boxes outline magnified insets. Inset scale bars = 10  $\mu\text{m}$ . ONL, outer nuclear layer; IS, inner segment; OS, outer segment.

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 4

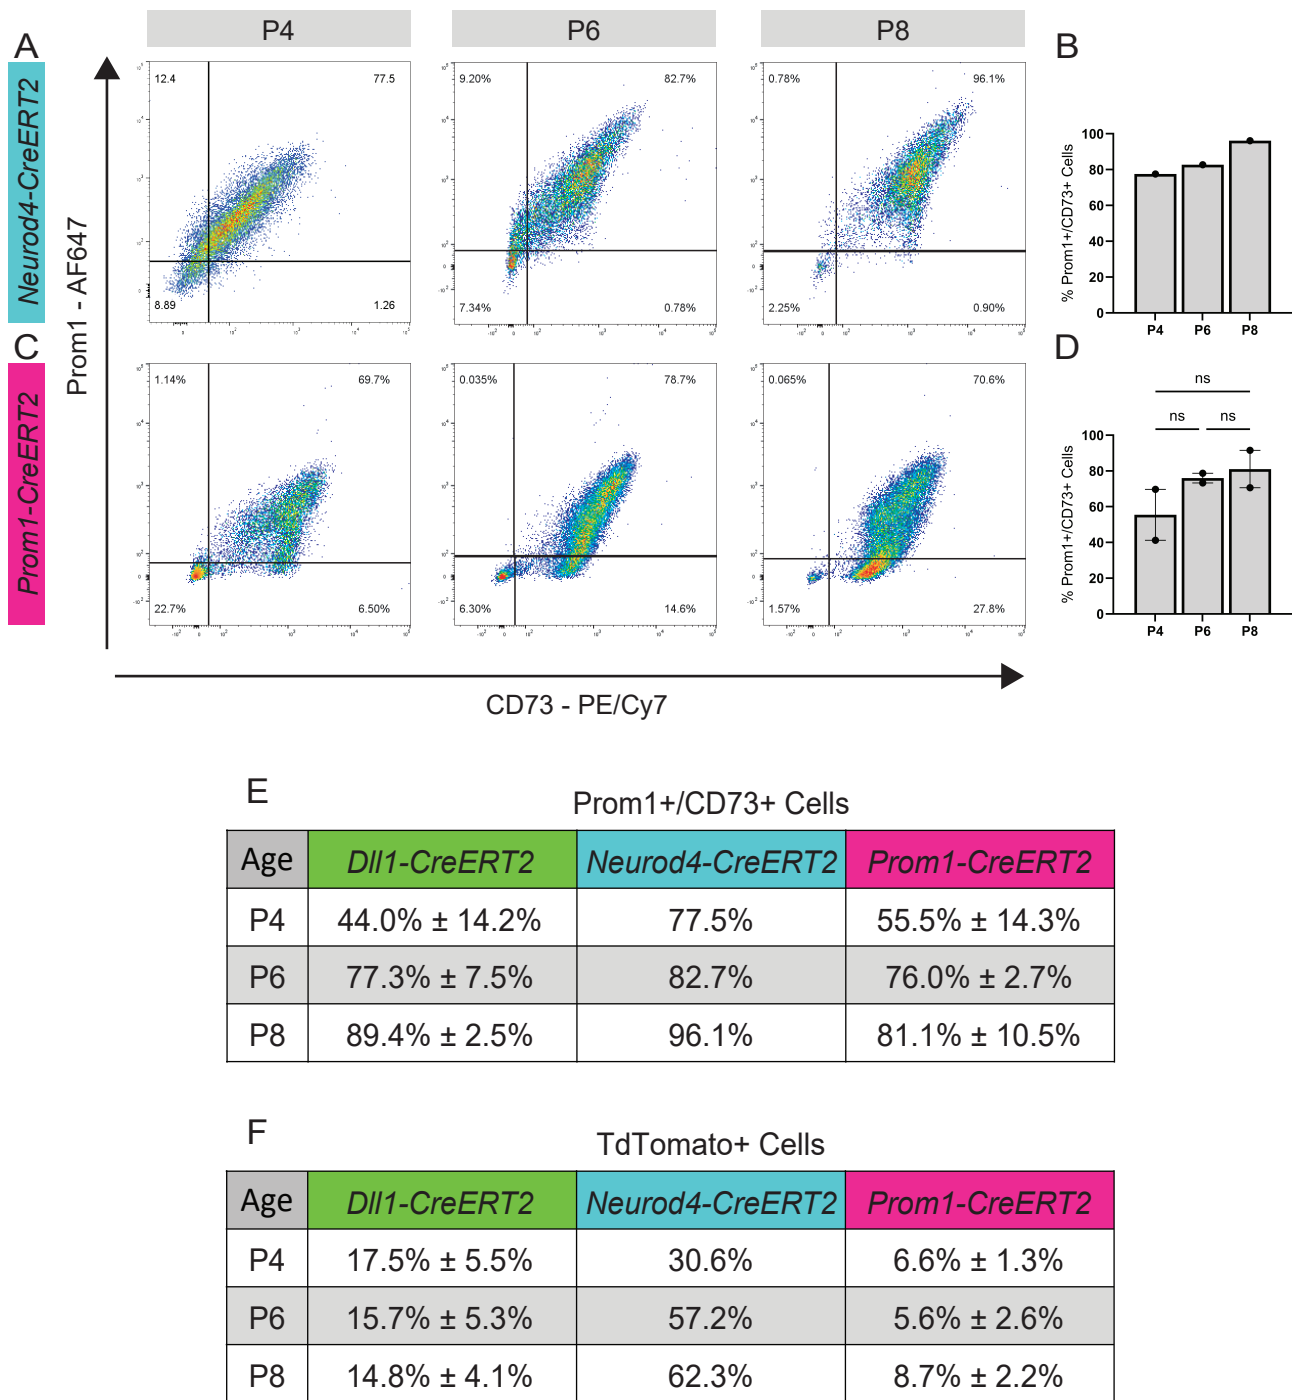

**Figure S6. Flow cytometry analysis of Prom1 and CD73 expression in TdTomato+ labeled cells.**

**A-D)** Dot plots of flow cytometry data of CD73-PE/Cy7 (x-axis) and Prom1-AF647 (y-axis) expression with quantification in *Neurod4-CreERT2* (**A-B**), and *Prom1-CreERT2* (**C-D**) samples at P4, P6 and P8. Data were recorded from 10,000 tdTomato+ events. Quadrant gates were set up based on FMO control samples. Table summary of proportions of **E)** Prom1+/CD73+ cells and **F)** TdTomato+ cells in each lineage traced population at P4, P6, and P8. Values are means ± SEM (*Dll1* n = 3, *Neurod4* n = 1, *Prom1* n = 2).

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 5

**Supplemental Table S1. Primer sequences used for PCR genotyping.**

| Primer Name | Sequence (5' -> 3') |
| --- | --- |
| Dll1-CreERT2-F | CCGGGCTGCCACGACCAA |
| Dll1-CreERT2-R | GGCGCGGCAACACCATTTTT |
| Neurod4-CreERT2-F | TAAAGATATCTCACGTACTGACGGTG |
| Neurod4-CreERT2-R | TCTCTGACCAGAGTCATCCTTAGC |
| Prom1-CreERT2-F | CAGGCTGTTAGCTTGGGTTC |
| Prom1-CreERT2-WT-R | TGCTGATTGCCTTCTGTCTG |
| Prom1-CreERT2-Mut-R | AGGCAAATTTTGGTGTACGG |
| Ai9-WT-F | AAGGGAGCTGCAGTGGAGTA |
| Ai9-WT-R | CCGAAAATCTGTGGGAAGTC |
| Ai9-Mut-F | CTGTTCCTGTACGGCATGG |
| Ai9-Mut-R | GGCATTAAAGCAGCGTATCC |

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 6

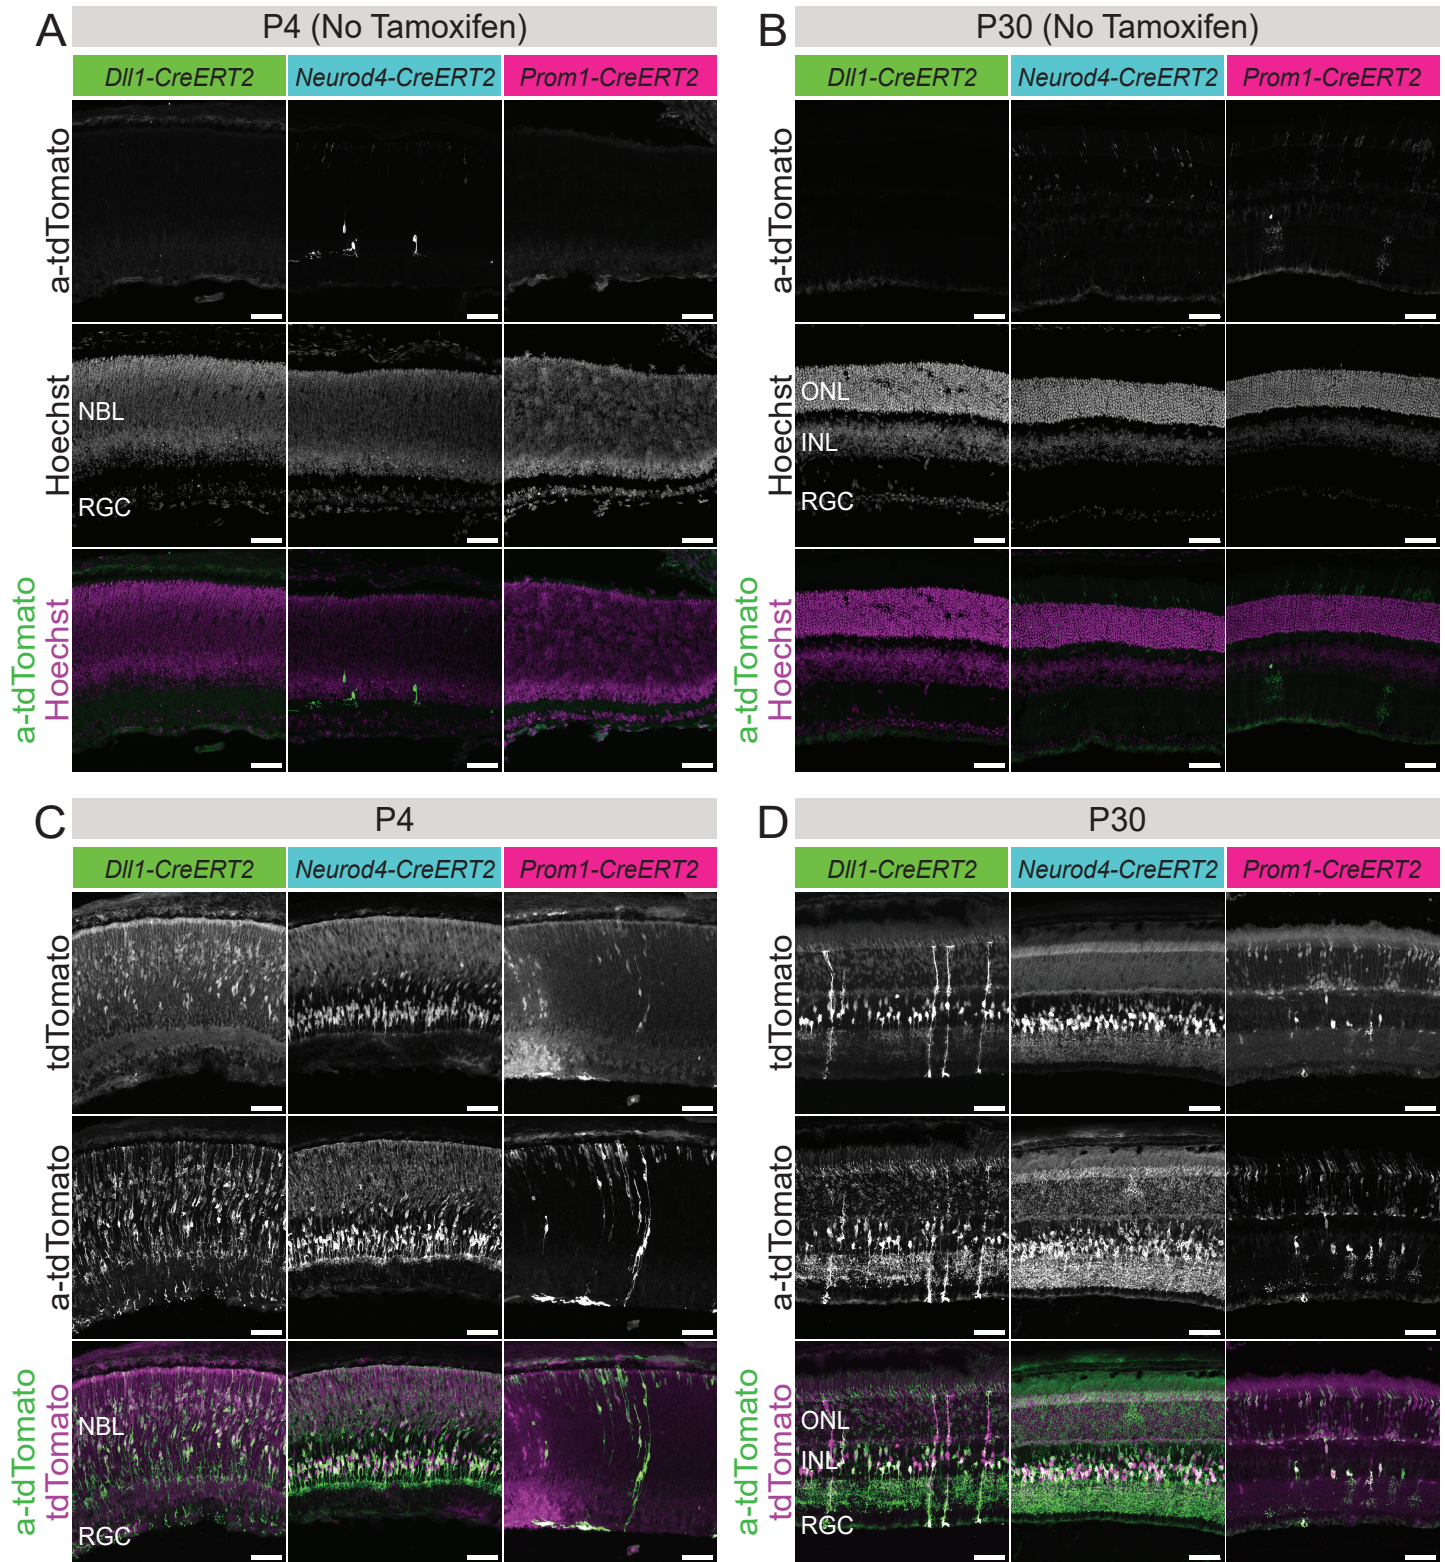

**Figure S3. Untreated lineage tracing samples have minimal background labeling.**

**A-B)** Representative immunofluorescence images of P4 and P30 retinas from control samples that were not treated with tamoxifen show rare tdTomato+ cells (green = anti-tdTomato; magenta = Hoechst). Scale bars = 50  $\mu$ m. **C-D)** Representative immunofluorescence images of P4 and P30 retinas showing co-expression of endogenous tdTomato and anti-RFP antibody signal (green = anti-tdTomato; magenta = endogenous tdTomato). Scale bars = 50  $\mu$ m.

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 7

**Supplemental Table S2. Primer sequences used for qPCR analysis.**

| Gene | Forward Primer (5’ -> 3’) | Reverse Primer (5’ -> 3’) |
| --- | --- | --- |
| *Abca4* | CCCCTGGAAGGGGATGAGTT | CTCTGGTCGAACAACCTTCAC |
| *Asc1* | CCACCATCTCCCCCAACTAC | ATCTGCTGCCATCCTGCTT |
| *B2m* | CTGTATGCTATCCAGAAAACCCC | AGTGGGGGTGAATTCAGTGT |
| *Cadm3* | GCCAAGTCCCTTGTCACTGT | ATTCGTGTTTGGTCCCCGTG |
| *Ccdc136* | CCAAGCAGAAGGAGCTCACA | TCCCAAACATGTTCTCGCACT |
| *Ccnd1* | CCACAGATGTGAAGTTCATTTCCAA | GGGGGTCCTTGTTTAGCCAG |
| *Cd24a* | GCAGATCTCCACTTACCGAACA | GGTTGCAGTAAATCTGCGTGG |
| *Cmtm7* | CAAAGTGGCGCAGATGGTCA | CAAAGATCGACAGGGGCCAG |
| *Cnp* | AAGCTGGCCAGGTCTTTCTG | TCTCTTCACCACCTCCTGCT |
| *Crx* | GCCTCACTATTCAGTCAATGCC | GCTCCTGGTGAATGTGGTC |
| *Crym* | GTGCTGTATGTGGACTCCCG | CTTCCACTGCCATCCCCAAA |
| *Dkk3* | ACCAACAACCAGAGTGGACA | TGTCTCGGGTGCATAGCATCT |
| *Dll1* | CCAGTACTGCACTGACCCAA | ATTCCTGCACGGCTTATGGT |
| *Dll3* | GGGCAGCTGTAGTGAAACCT | CTTCACCGCCAACACACAAG |
| *Dnm3* | GGTCTACCCAGATAAATCTGTAGGG | CCACTTGCCTCTCCAACTGT |
| *Fabp7* | GGTTCGGTTGGATGGAGACA | AGAGTCACGACCATCTTGCC |
| *Gngt2* | ACCCACGTGATCTGATTTCCAA | AGCTTAGCACACAAGTGCCT |
| *Hes5* | GGAGAAAAACCGACTGCGGA | TAGTCCTGGTGCAGGCTCTT |
| *Igfbp2* | GGTGCCAAACACCTCAGTCT | TTCAGAGACATCTTGCACTGCT |
| *Neurod4* | TGGAACTGGACTTCCAGAGAATC | AGAGCCCGGTCTTCTCTCTT |
| *Neurog2* | CCGCGTAGGATGTTCGTCA | CTGGAGGACATCGGGGTCAG |
| *Nrl* | GCACGGGGAAAAGGGACGAC | TGATGATGTAATGGCAGAGATGACG |
| *Nt5e* | GAAACCTGATCTGTGATGCCA | TGCCACCTCCGTTTACAATG |
| *Opn1sw* | TGTCTCTGCTACGTGCCCTA | AGCCCGGAACTGCTTATTCAT |
| *Pias3* | AGCGTGAGGTGGACATGC | GGCAGAACCTCCCTGGAC |
| *Pon2* | ACCTCATTAAAGGAATCGAAACTGG | ATCAAAGCCCCAGCTGACTC |
| *Prom1* | AGAATTCGCTCAGCAGCAGT | CATCAATTGTCGTATACCCCCTT |
| *Prph2* | TCGGCGCACTACAGCTATG | GCAGTGATGCTCACCTCAAAG |
| *Rgs16* | CAACACCTGCCTGGAGAGAG | AGGCAGCCACCCCATTTTTA |
| *Rho* | TTGGCTGGTCCAGGTACATC | TAACCATGCGGGTGACTTCC |
| *Rlbp1* | GGATTCATTCCCAGCCAGGT | TCCGTGAACAAAGACCCTCTG |
| *Robo2* | CAGCTCAGAAAGGAGTGGCA | AGCTGTCACTGTCATAGCCATT |
| *Rom1* | CAGGCCAAACGTCTGATGGA | GCTCTGGATCCGGTCAACTAC |
| *Sag* | TCTCGGGACAAGTCGGTGAC | AAGGTCAGGCCCATCACATC |
| *Snap25* | TGGATGAGCAAGGCGAACAA | TATGGCGGAGGTTTCCGATG |
| *Trib2* | TCGCATTGCGTTTCTTGCAT | CAGCTGATCTCAAACACCTTGC |
| *Tspan15* | TGCATCAGGAACACGACAGA | AACTGAGGAAGCAGGATGCC |
| *Tubb2b* | CCAGATCGGTGCCAAGTTTT | CCTGACTGAGTCCATTGTGC |
| *Tubb3* | GCCAAGTTCTGGGAGGTCAT | GTCGGGCCTGAATAGGTGTC |
| *Vxn* | CCTTCCAAGGTGTCCAGTTCA | GTTGAGGCAGTAGCTCCAGG |

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 8

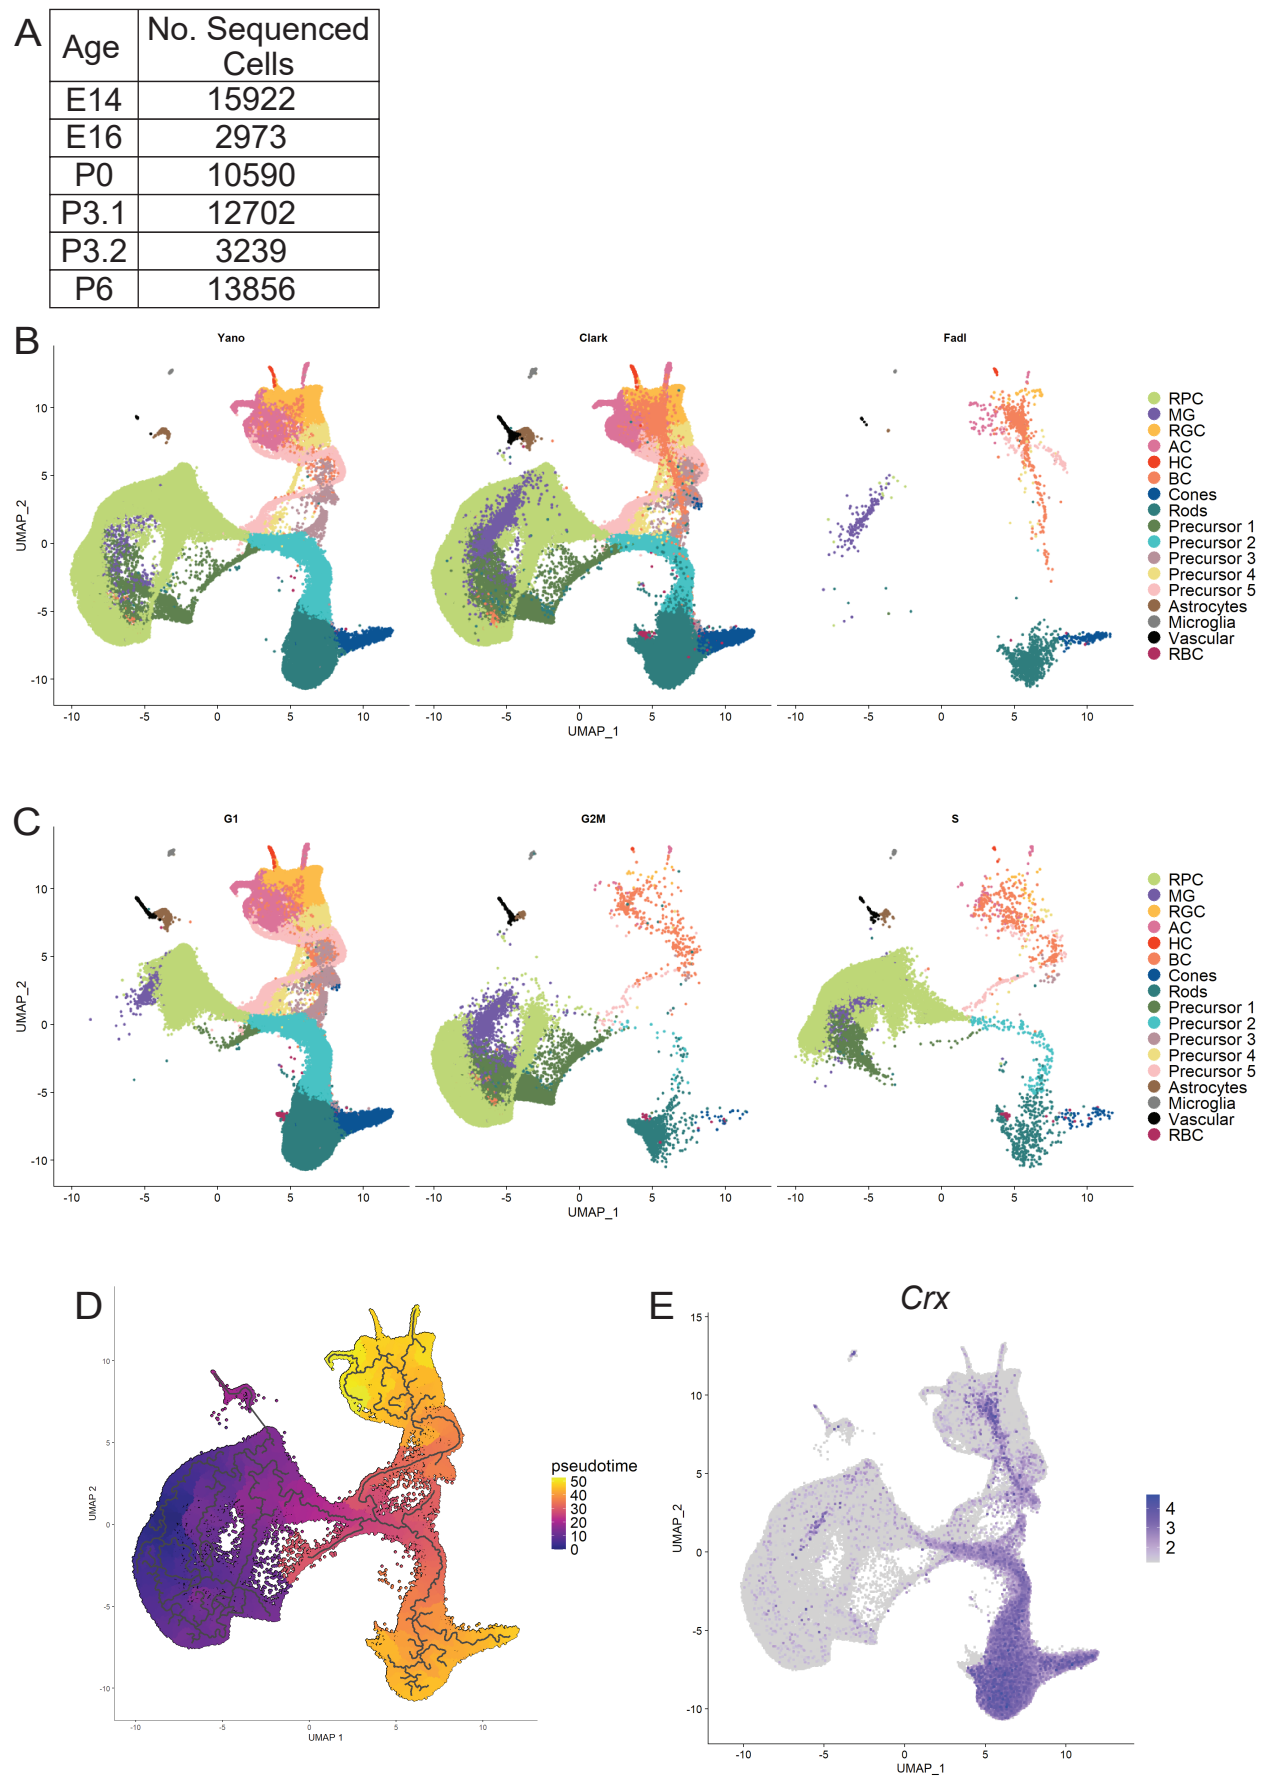

**Figure S1. Integrating retinal scRNA-seq data to generate time-resolved atlas of mouse retinal development.** **A)** Ages and number of cells sequenced for primary scRNA-seq data generated in this study. **B-C)** UMAP of integrated scRNA-seq data faceted by data source (**B**) and cell cycle regression analysis (**C**). **D)** Pseudotime trajectory analysis of mouse retina dataset using Monocle3, using *Ccnd1* as a reference. **E)** UMAP of *Crx* expression in the E11-P60 mouse retinal development data.

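Before filtering, the deposited tables held 15928 barcodes at E14, 2973 at E16, 10600 at P0, 12705 in P3 replicate 1, 3239 in P3 replicate 2 and 13858 at P6. The limit of 4000 genes per cell removed 7.94% of them at E14 (95% interval 7.52% to 8.37%), 30.7% at E16 (29.1% to 32.4%), 4.90% at P0, 1.65% in P3 replicate 1, 21.6% in P3 replicate 2 (20.2% to 23.1%) and 2.11% at P6. At most 379 barcodes of a library were removed for mitochondrial UMIs.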

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 9

**Supplemental Table S5. Top 100 differentially expressed genes from Late cluster.**

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 10

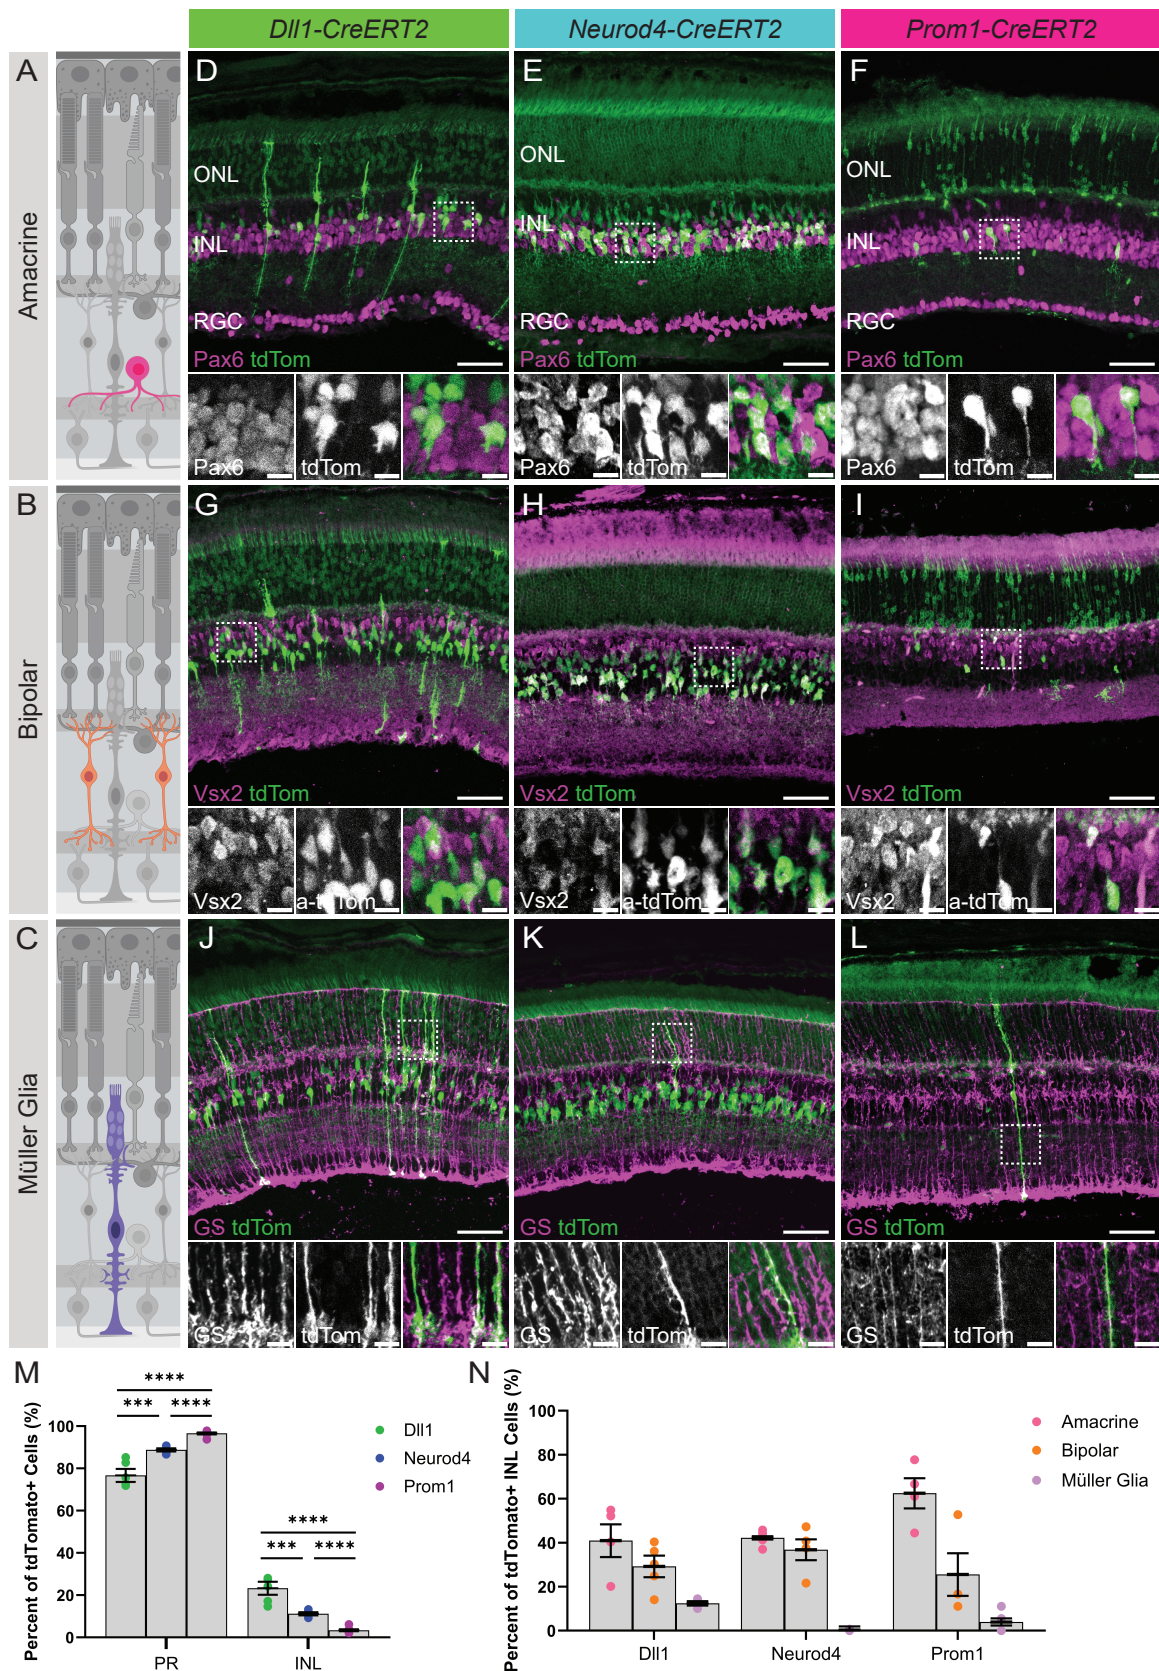

**Figure S5. Immunofluorescence analysis identifies labeled INL cells.** **A-C)** Diagrams highlighting amacrine, bipolar, and Müller glia cell location and morphology. Representative P30 retinas show co-staining of tdTomato+ lineage traced cells (green) with **D-F)** Pax6 (amacrine cell marker, magenta), **G-I)** Vsx2 (bipolar cell marker, magenta), or **J-L)** Glutamine Synthetase (GS, Müller glia marker, magenta). Scale bars = 50  $\mu$ m. Dashed boxes outline magnified insets. Inset scale bars = 10  $\mu$ m. ONL, outer nuclear layer; INL, inner nuclear layer; RGC, retinal ganglion cell. **M)** Percentage of tdTomato+ cells in the ONL (photoreceptors, PR) vs. INL at P30, relative to the total number of tdTomato+ cells. Dll1 76.7% ONL / 23.3% INL; Neurod4 88.8% ONL / 11.2% INL; Prom1 96.6% ONL / 3.4% INL (n=5-6 eyes per condition). Data represented as mean  $\pm$  SEM. \*\*\*p=0.0001, \*\*\*\*p<0.0001. **N)** Percentage of tdTomato+ INL cells co-expressing amacrine (pink), bipolar (orange), or Müller glia (purple) cell markers in each lineage traced subpopulation. Dll1 40.9% amacrine, 29.3% bipolar, and 12.4% Müller glia cells; Neurod4 42.2% amacrine, 36.8% bipolar, and 0.3% Müller glia cells; Prom1 62.5% amacrine, 25.5% bipolar, and 4.0% Müller glia cells (n=3-5 eyes per condition). Data represented as mean  $\pm$  SEM.

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 11

**Supplemental Table S3. Top 100 differentially expressed genes from Early cluster.**

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 12

**Supplemental Table S4. Top 100 differentially expressed genes from Intermediate cluster.**

# Supplementary material for: Lineage tracing reveals photoreceptor precursor cell subpopulations that contribute to murine retinogenesis
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1814134. doi: 10.3389/fcell.2026.1814134
**Supplement:** Supplementary file 13

**Supplemental Table S6. qPCR analysis of *Crx+* subpopulation markers in developing mouse retinas.**

qPCR analysis was performed in triplicate and ΔΔCt analysis was performed using E14 and *B2m* as references.

| Gene | E14 | E16 | P0 | P3 | P4 | P5 | P6 | P15 | P30 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *B2m* | 1.0084 | 1.0043 | 1.0087 | 1.0144 | 1.0003 | 1.0078 | 1.0087 | 1.0181 | 1.0360 |
| *Crx* | 1.0267 | 1.0769 | 2.1259 | 15.5637 | 24.9475 | 16.7941 | 22.3823 | 9.9888 | 18.4700 |
| *Dll1* | 1.0123 | 0.6770 | 0.8319 | 1.0349 | 0.9155 | 0.6641 | 0.5494 | 0.1643 | 0.1976 |
| *Cd24a* | 1.0224 | 0.6800 | 0.4884 | 0.6229 | 0.6177 | 0.5590 | 0.3802 | 0.0304 | 0.0216 |
| *Rlbp1* | 1.0256 | 1.3104 | 4.4002 | 53.4225 | 66.2308 | 58.6600 | 65.0563 | 67.6127 | 82.2933 |
| *Crym* | 1.0150 | 1.9863 | 4.7870 | 23.2967 | 26.7308 | 29.1513 | 32.1317 | 3.5600 | 3.6453 |
| *Pon2* | 1.0353 | 1.0929 | 1.3023 | 2.7226 | 2.2186 | 1.5590 | 1.6924 | 2.7806 | 1.8150 |
| *Tspan15* | 1.0046 | 0.8496 | 1.0733 | 1.5261 | 1.4675 | 1.1515 | 0.8833 | 0.2128 | 0.2088 |
| *Cnp* | 1.0310 | 1.2582 | 2.0243 | 6.6012 | 6.3974 | 4.7660 | 4.7499 | 0.8861 | 2.9463 |
| *Neurod4* | 1.0184 | 0.9738 | 1.4074 | 7.2610 | 6.7807 | 5.8128 | 3.6054 | 2.7582 | 2.7016 |
| *Trib2* | 1.0046 | 0.8657 | 0.9203 | 3.3451 | 3.7174 | 3.0460 | 3.9024 | 1.1274 | 1.8538 |
| *Igfbp2* | 1.0282 | 0.5996 | 0.2591 | 0.5189 | 0.4392 | 0.3389 | 0.5386 | 0.0865 | 0.0912 |
| *Cmtm7* | 1.0261 | 1.2277 | 1.1131 | 2.1403 | 1.3124 | 0.7881 | 0.6379 | 0.0833 | 0.0700 |
| *Dll3* | 1.0092 | 1.0043 | 0.7534 | 0.9838 | 0.8671 | 0.4929 | 0.3522 | 0.0075 | 0.0091 |
| *Cadm3* | 1.0093 | 1.0867 | 0.8862 | 3.1451 | 4.1637 | 3.7791 | 3.0881 | 3.7629 | 3.1046 |
| *Abca4* | 1.0032 | 0.5129 | 1.6547 | 61.9336 | 107.0055 | 109.5007 | 169.8574 | 967.2584 | 893.6749 |
| *Prom1* | 1.0170 | 0.8389 | 0.8311 | 5.5532 | 10.1884 | 7.3248 | 8.7523 | 11.4721 | 11.4348 |
| *Nt5e* | 1.0025 | 0.7396 | 4.2015 | 67.8343 | 118.6630 | 99.6982 | 97.5510 | 137.3660 | 163.8082 |
| *Pias3* | 1.0011 | 0.6989 | 2.1137 | 10.8064 | 17.3083 | 17.5273 | 16.2146 | 5.3154 | 8.1630 |
| *Nrl* | 1.0898 | 2.1544 | 19.7699 | 392.7972 | 820.0937 | 645.3190 | 755.8938 | 1186.2757 | 1639.4028 |

How the deposited data were processed for this re-analysis (not part of the article)

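The scRNA-seq data are 6 libraries of FACS-sorted live mouse retinal cells, 1 each at E14, E16, P0 and P6 and 2 at P3. The authors deposited raw UMI counts per gene and cell barcode made with Cell Ranger, with no normalization. The file headers name Cell Ranger 6.1.2 for E14, P0, P3 replicate 1 and P6. The E16 and P3 replicate 2 counts are in an older layout on an older gene annotation, and their Cell Ranger version is not stated. Genes were joined by Ensembl identifier, and comparisons between libraries used the 27040 identifiers in both annotations, 1227 of which carry different names. The published libraries, the human organoid data, the qPCR samples and the imaging were not analysed here.

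Cells with more than 300 and fewer than 4000 genes and at most 15% mitochondrial UMIs were kept, as in the paper. The kept cells held 79974692 UMIs at E14, 14941053 at E16, 58254423 at P0, 55333964 in P3 replicate 1, 15569553 in P3 replicate 2 and 58204577 at P6. A count of 0 was given an upper limit of 3 counts. Each library was clustered with Seurat 5.3.0 (the paper used an earlier version) in R 4.3.3 on 2000 variable genes and 30 principal components. The subset of developing photoreceptors was integrated with canonical correlation anchors over 30 dimensions. Its clustering started at the paper's resolution of 0.2, to be raised in steps of 0.05 until it gave at least 5 clusters, and 0.2 gave enough. Clusters were named from fixed panels of markers, with thresholds set after the clusters had been seen. Doublets were called in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 by comparing each cell's 30 nearest neighbours with 2 simulated doublets per cell. Cells were scored before the upper limit on genes, and as many were called as a rate of 0.8% per 1000 cells predicts. The calls were used only in an alternative and in checks, and 2003 cells of E14, 71 of E16, 884 of P0, 1251 and 84 of the P3 libraries and 1510 of P6 were called.

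Groups of the subset were compared by summing UMI counts within each library over the group and over the other cells, which gave 6 sums from 3 libraries. The sums were tested with edgeR 4.0.16, with TMM normalization, its filter on low counts and the quasi-likelihood test, with the library as a block. The p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A sum needed at least 20 cells, a minimum set after the first results had been seen. Each pair of sums comes from the same library. After removing each gene's mean in the group and in the other cells, the correlation between the sums of a pair ranged from 0.471 to 0.863 over the libraries and comparisons. With no replicate block, 0 genes of each list passed. Cells were never used as replicates. The groups came from clustering the same cells, so the tests are not independent of the grouping. Tested on simulated data with 200 changed genes, the same test recovered 160, 180, 179 and 179 of them in the early, intermediate, late and late against rod comparisons, with 9, 12, 8 and 7 false calls. The simulated change of a gene was the same in every library. In the data, the intermediate list had a median log2 size of 0.21 in P3 replicate 2, against 1.68 in P3 replicate 1 and 1.90 at P6. The simulated recovery therefore does not measure how many changes of that kind the test finds.

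Shares of cells with a gene were taken after thinning each cell to 2000 UMIs, with shallower cells left out, and also without thinning. Cell cycle scores followed Seurat's method. Pseudotime was a shortest path over 15 neighbours from the cell with the highest *Olig2* neighbourhood, in place of Monocle3. Alternatives were set before the data were examined. They were DESeq2 1.42.0, no filter on low counts, no replicate block, leaving out each library, other resolutions, clustering without integration, keeping the listed genes among the features, no upper limit on genes, leaving out called doublets, a *Crx* rule alone, other thinning, other averages of levels and another pseudotime root. Admitting clusters at 33.3% of the highest *Otx2* level, with and without the called doublets, was added after the data had been seen. The genes named are those the paper names for these data or its lineage markers, the panel markers, the genes of Table S6, listed genes found in 1 annotation only, and the sex genes *Xist* and *Ddx3y*, and genes leading a cluster were named after their values were seen. Some of these genes are not reported here. Tables and figures used pandas 2.3.3 and matplotlib 3.10.9.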

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

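No test in this part was chosen only after its result was seen. No group of libraries was large enough to look for a library far from the others.

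*Xist* and *Ddx3y* are a signal in genes that the paper does not discuss for these libraries. *Xist* was at 675.7 CPM at E14, 1430 at E16, 0.206 at P0, 1090 in P3 replicate 1, 771.4 in P3 replicate 2 and 0.6701 at P6. *Ddx3y* was at 11.95, 13.45, 55.76, 19.5, 46.37 and 63.26 in the same order. In a pool of animals of both sexes, cells with a *Ddx3y* UMI should hold *Xist* less often than cells without one. The ratio of the shares after thinning was 0.148 at E14, 0.276 at E16 and 0.116 in P3 replicate 1, which is consistent with pooled animals of both sexes. In P3 replicate 2 it was 0.513, and whether pooling explains the ratio there cannot be told apart, since it lies between the levels set for and against pooling. At P0 and P6, 5 of 9636 and 24 of 11505 thinned cells held *Xist*. The mix of sexes thus differs between libraries, and a difference between ages of single libraries carries it. The paper states that both sexes were used, and no biological explanation was tested.

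*Rom1* and *Snap25* were picked out because their ratios between late-like cells and the rest of the subset pointed in opposite directions at the 2 ages, with both P3 libraries above 0 and P6 below. The log2 ratio at P6 was -0.37 for *Rom1* and -0.01999 for *Snap25*, and the difference between the ages was not tested, with 1 library at P6. With rod-like cells left out of the other cells, they were 0.88 for *Rom1* and 0.72 for *Snap25*. A larger share of rod-like cells among the other cells at P6 cannot be told apart from age by this, since both genes were lower in late-like than in rod-like cells at P6 (-1.23 and -0.66), which raises the ratios whatever the share, and the ratios also rose in both P3 libraries. A difference in age stays open and untested.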

How the results depend on the processing

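The settings that admit clusters at 33.3% of the highest *Otx2* level, alone or with the called doublets left out, were chosen after seeing the data. The other settings were planned. Except where stated, the cause was not tested. Clustering without integration could not be fitted in any of the 4 comparisons, and the intermediate comparison could not be fitted without the called doublets.

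Of the early genes, 2 of 5 passed. The count was 4 with DESeq2, and 0 with no replicate block, with no upper limit on genes, without the called doublets, and at 33.3% *Otx2* without the called doublets. It ranged from 0 to 5 across the 3 fits that each left out 1 library. Of the intermediate genes, 0 of 9 passed, against 8 with DESeq2, 4 with no filter on low counts, and from 0 to 9 with 1 library left out. Of the late genes, 2 of 7 passed. The count was 6 with the listed genes kept, 4 at resolution 0.4, 5 at 33.3% *Otx2* without the called doublets, and 0 at 33.3% *Otx2*, with no replicate block and without the called doublets, and it ranged from 0 to 3 with 1 library left out. These counts are of genes passing as higher, and without P3 replicate 2 *Nr2e3* passed as lower. In the comparison of late with rod, 6 of 7 passed, against 0 with no replicate block and from 1 to 7 with 1 library left out.

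Over all genes, the early comparison gave 851 higher and 705 lower, against 1252 and 1405 at 33.3% *Otx2*, and 0 and 0 at 33.3% *Otx2* without the called doublets, with no upper limit on genes and without the called doublets. With 1 library left out the counts ranged from 0 to 1694 higher and from 0 to 1099 lower. The intermediate one gave 0 and 0, against 809 and 947 with DESeq2, 544 and 1030 with no filter, and ranges from 0 to 2597 and from 0 to 2768 with 1 library left out. The late one gave 380 and 397, against 1452 and 1896 with the listed genes kept, 1488 and 1994 at resolution 0.4, 825 and 1415 with no upper limit on genes, 517 and 932 with no filter, 572 and 549 at 33.3% *Otx2* without the called doublets, 0 and 1 at 33.3% *Otx2*, 0 and 0 without the called doublets, and ranges from 0 to 1559 and from 0 to 1925 with 1 library left out. Late against rod gave 1100 and 1286, against 534 and 637 with DESeq2, 345 and 599 without the called doublets, and ranges from 8 to 2651 and from 60 to 2636 with 1 library left out. With no replicate block it was 0 in each comparison.

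In all, 17 values of single genes reversed. In late-like cells, *Prom1* went from -0.11 to 0.0787 at 33.3% *Otx2*, 0.44 when the called doublets were also left out, 0.10 with the listed genes kept and 0.0310 at resolution 0.4, and ranged from -0.24 to 0.10 with 1 library left out. *Nr2e3* went from -0.15 to 0.0203, 0.74, 0.49 and 0.16 in the same settings, and ranged from -0.36 to 0.0583. Without the called doublets, *Nrl* was -0.23, *Rom1* -0.51 and *Snap25* -0.0736, and *Rom1* went from 0.0563 to a range of -0.0404 to 0.27 with 1 library left out. *Dnm3* in late against rod went from 0.18 to -0.0830 at 33.3% *Otx2* and -0.17 without the called doublets.

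The bipolar-like share of P6 minus E14 went from 4.95 points to 5.73 with all 6 libraries clustered together, 5.83 at resolution 0.5 and 2.17 at resolution 2. The subset had 11 clusters at resolution 0.4. The smallest early-like share went from 2.93% to 11.3% at 33.3% *Otx2*, 10.2% when the called doublets were also left out and 14.9% without the called doublets alone, where the smallest intermediate-like share was 0%. The smallest late-like share went from 23.8% to 19.1%, 22.0% and 26.1% in those settings, 13.2% with the listed genes kept, 0% without integration, 6.05% with no upper limit on genes and 6.59% at resolution 0.4. The smallest *Dll1* difference of early-like cells reversed from -1.44 to 0.868 points when thinned to 1000 UMIs, and was -4.19 points not thinned. That of *Neurod4* in intermediate-like cells reversed from -0.136 to 9.67 not thinned and 0.479 when thinned to 1000 UMIs. The smallest S score gap went from -0.185 to -0.254 not thinned.

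With the root by *Ccnd1*, late-like minus early-like pseudotime reversed from 0.0289 to -0.0637, late-like minus intermediate-like reversed from 0.1205 to -0.0514, and intermediate-like minus early-like went from -0.0916 to -0.0124. In the components without integration, the first reversed to -0.0168 and the second went to 0.0717. Among single values, 469 moved, 41 were stronger, 38 weaker and 774 stayed, and of the main values 87 stayed.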

Differences from the paper's values

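The paper's values are average log2 fold changes from its Tables S3 to S5, over a subset that includes published libraries not analysed here, and the values beside them are Seurat fold changes on the same scale, over the pooled cells of the 3 libraries, with a gap larger than 1 standard deviation over the libraries, or an opposite sign, counted as a difference. None of the 9 intermediate genes differed, nor did *Pax6* in the early group and *Prdm1* in the late one. This depends on the spread that P3 replicate 2 adds, since without that library 7 of the 9 intermediate genes differed, as did *Pax6* and *Prdm1*. In the clustering without integration 8 of the 9 differed. The settings at 33.3% *Otx2* were chosen after seeing the values.

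In early-like cells, *Dll1* was 0.43 against the paper's 1.51, *Neurog2* 0.28 against the paper's 2.24 and *Hes6* 0.68 against the paper's 1.80. For these genes none of the alternatives set before the data were examined closed the gap. Admitting clusters at 33.3% of the highest *Otx2* level, chosen after seeing the values, gave 1.13 for *Dll1* and 1.20 for *Hes6*, within that spread. Also leaving out the called doublets, chosen after seeing the values, gave 1.29 for *Dll1*, 1.47 for *Neurog2* and 1.40 for *Hes6*, each within that spread.

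In late-like cells, *Nrl* was -0.00853 against the paper's 0.98, *Nr2e3* -0.74 against the paper's 0.66, *Rom1* -0.37 against the paper's 0.55, *Dnm3* 0.37 against the paper's 1.00 and *Snap25* -0.0605 against the paper's 0.64. For *Dnm3*, keeping the listed genes among the clustering features (0.89) and resolution 0.4 (0.79) closed the gap, and no other of the alternatives set before the data were examined did. For the other genes none of them did. The 33.3% *Otx2* setting without the called doublets, chosen after seeing the values, gave 0.83 for *Nrl*, 0.59 for *Nr2e3*, 0.47 for *Rom1*, 1.07 for *Dnm3* and 0.54 for *Snap25*.

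The paper names *Prom1* and *Nr2e3* as markers of the late group. Their edgeR log2 fold changes against the rest of the subset were -0.11 and -0.15, and against rod-like cells -1.13 and -1.35. No setting called *Prom1* higher in late-like cells. Keeping the listed genes called *Nrl*, *Nr2e3*, *Rom1* and *Snap25*, resolution 0.4 called *Nrl* and *Snap25*, and *Nrl* was also called with no upper limit on genes and without P3 replicate 2. The 33.3% *Otx2* setting without the called doublets, chosen after seeing the values, called *Nrl*, *Nr2e3* and *Snap25*.

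The paper names *Dll1*, *Neurog2* and *Hes6* for the early group and 9 genes for the intermediate group that did not pass here. DESeq2 called *Dll1*, *Hes6* and 8 of the 9 intermediate genes, all but *Abca4*. With no filter on low counts, *Dll1*, *Tubb3*, *Dll3*, *Tubb2b* and *Gap43* were called. Without P3 replicate 2, all 5 early and all 9 intermediate genes were called.

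The paper places the early group first in pseudotime. Counted from the same gene, *Olig2*, intermediate-like cells came before early-like cells in 3 of 3 libraries, by a mean of -0.0916. *Olig2* was among the genes leading the intermediate-like cluster, so this root places those cells first by construction. With the root by *Ccnd1* the mean was -0.0124, with early-like cells first in 1 of 3 libraries, so the order of these groups is left open.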

Other observations

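The tests of doublet calls in early-like cells, of the gene limit, the age, a shared batch and shared barcodes for the ganglion-like cells, of doublets for *Prom1*, of the names in Table S4, of the splits of the sums and of free RNA in P3 replicate 2 were chosen only after the result was seen.

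Early-like cells of P3 replicate 1 and P6 were led by progenitor and glial genes. Their rod markers were 21.86 times as high as in progenitor-like and Müller glia-like cells in P3 replicate 1 and 13.26 times at P6. By these ratios, doublets of such a cell and a photoreceptor cannot be told apart from precursors, since clusters chosen for *Crx* or *Otx2* hold rod markers in either case. Of the early-like cells, 78.08% and 96.54% were called doublets, so much of the early-like group in those libraries is consistent with doublets. In P3 replicate 2 the rod markers were 6.925 times as high as in progenitor-like cells, while 0 of 164 cells were called, and doublets stay open there. An early precursor state stays open and untested.

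Ganglion-like cells were found in P3 replicate 2 and not in P3 replicate 1. Different naming of the same clusters is argued against, since ganglion markers were 40.06 times as high in P3 replicate 2. So is the upper limit on genes per cell, since without it 0% of P3 replicate 1 was ganglion-like. A library of an embryonic or newborn retina is argued against by rod markers at 5.314 times their P0 level, and free RNA of ganglion cells by markers 39.18 times as high in the ganglion-like cells as in the others. The E16 pool of animals is argued against by *Xist* in 27.62% of the ganglion-like cells, against 35.5% of the other cells of P3 replicate 2 and 64.9% of the ganglion-like cells of E16. A processing batch shared with E16, where 59.96% of cells were ganglion-like, stays open. The P3 libraries are of the same age but differ in both batch and pool of animals, so these cannot be told apart. Cells of E16 read under the same barcodes are argued against, since 0.2227% of the ganglion-like cells (1 of 449, upper 95% limit 1.235%) carried a barcode of E16, against 0.527% of the other cells. A difference between the P3 pools of animals was not tested.

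E16 and P3 replicate 2 lost the largest shares of cells to the limit of 4000 genes. After thinning to the lowest median number of UMIs of the libraries, 11.31% of E16 and 11.7% of P3 replicate 2 still reached the limit, against 1.33% to 4.27% in the other libraries. A higher number of UMIs per cell cannot be told apart from other causes by this, since the thinning matched the medians and not the deepest cells, which are those at the limit. A shared batch stays open, and no biological explanation was tested.

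Listed genes differed less between groups in P3 replicate 2, with a median log2 size of 0.30 for the early list against 1.65 in P3 replicate 1 and 1.55 at P6, and 0.21 against 1.68 and 1.90 for the intermediate list. With free RNA of photoreceptors as the explanation, rod markers in amacrine-like cells were 18.09% of their level in the subset, against 9.07% and 14.9%. This is neither above both by the margin set nor below them. P6, at 14.9%, still had a median size of 1.90 on the intermediate list. Every gene of that list but *Stmn2* was lower in intermediate-like cells of P3 replicate 2 than in those of the other libraries. *Neurod4* was 270.8 CPM against 2816 in P3 replicate 1 and 2227 at P6, and *Tubb3* 175.9 against 620.8 and 552.3. Free RNA at 18.09% cannot lower levels that far, which argues against it for the intermediate genes. On the early list *Pax6* and *Hes6* were higher in early-like cells of P3 replicate 2, so free RNA stays open there.

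*Prom1* was lower in late-like than in rod-like cells. A difference in UMIs per cell is argued against, since after thinning the smallest gap was -20.46 points. Without the called doublets the log2 fold change was -1.40. The cells were then clustered anew and no cluster was named intermediate-like, so the late-like group was another set of cells. This value therefore does not settle doublets for the cells compared here. Free RNA was not tested for it, and no biological explanation was tested. Neurogenic precursor-like cells held few *Crx* UMIs. Free RNA of photoreceptors is argued against, since the *Crx* ratio to amacrine-like cells was 6.426 times the rod marker ratio in P3 replicate 1 and 3.181 times at P6, for the cells outside the subset. The *Crx* levels themselves were 41.59 CPM against 29.72 in amacrine-like cells in P3 replicate 1, and 40.52 against 72.17 at P6, where neurogenic precursor-like cells were the lower of the 2.

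Table S4 lists 2 genes under both names of 1 identifier, *Vxn* with 3110035E14Rik and *Jpt1* with *Hn1*, and each name is in 1 annotation only. This is consistent with libraries counted on 2 annotations and joined by gene symbol. Table S4 also lists *Xist*. A different mix of libraries in the intermediate group predicts a higher level over the pooled libraries and no difference within a library. The pooled log2 ratio was 0.13. The log2 ratio within a library was -0.29 (-0.2871) in P3 replicate 1 and 0.01275 in P3 replicate 2, and 0 against 35 UMIs at P6 give no ratio. No library thus had *Xist* clearly higher in intermediate-like cells, as a mix predicts, and in P3 replicate 1 it was lower there. This argues against a difference between cells that raises *Xist* in that group, for the P3 libraries. The ratio of P3 replicate 1 also lies outside the range set for no difference, so a mix alone is not shown.

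Of the 10 splits of the 6 sums, the number with as many listed genes past the threshold, the real one included, was 1 of the 10 splits in the early, late and late against rod comparisons and 10 of the 10 splits in the intermediate one, where the real count is 0. Among the 4 splits that part all pairs the numbers were 1, 1, 1 and 4. With 10 splits no share can fall under 0.05, so grouping by chance cannot be told apart.

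Table S6 gives qPCR values relative to E14 for 19 genes besides the reference gene. The change of the library level from E14 had the same direction for 11 of them at E16, 14 at P0, 18 in P3 replicate 1, 17 in P3 replicate 2 and 15 at P6.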
